# HAT cofactor TRRAP modulates microtubule dynamics via SP1 signaling to prevent neurodegeneration

**DOI:** 10.7554/eLife.61531

**Published:** 2021-02-17

**Authors:** Alicia Tapias, David Lázaro, Bo-Kun Yin, Seyed Mohammad Mahdi Rasa, Anna Krepelova, Erika Kelmer Sacramento, Paulius Grigaravicius, Philipp Koch, Joanna Kirkpatrick, Alessandro Ori, Francesco Neri, Zhao-Qi Wang

**Keywords:** cell lines, TRRAP, SP1, Brain, stathmins, Mouse

## Abstract

Brain homeostasis is regulated by the viability and functionality of neurons. HAT (histone acetyltransferase) and HDAC (histone deacetylase) inhibitors have been applied to treat neurological deficits in humans; yet, the epigenetic regulation in neurodegeneration remains elusive. Mutations of HAT cofactor TRRAP (transformation/transcription domain-associated protein) cause human neuropathies, including psychosis, intellectual disability, autism, and epilepsy, with unknown mechanism. Here we show that Trrap deletion in Purkinje neurons results in neurodegeneration of old mice. Integrated transcriptomics, epigenomics, and proteomics reveal that TRRAP via SP1 conducts a conserved transcriptomic program. TRRAP is required for SP1 binding at the promoter proximity of target genes, especially microtubule dynamics. The ectopic expression of Stathmin3/4 ameliorates defects of TRRAP-deficient neurons, indicating that the microtubule dynamics is particularly vulnerable to the action of SP1 activity. This study unravels a network linking three well-known, but up-to-date unconnected, signaling pathways, namely TRRAP, HAT, and SP1 with microtubule dynamics, in neuroprotection.

## Introduction

Neurodegenerative diseases are a range of incurable and debilitating conditions strongly linked with age, which represent a social and economic burden given the burgeoning elderly population. The key features of the brain are its adaptability and plasticity, which facilitate rapid, coordinated responses to changes in the environment, all of which require delicate brain functionality and maintenance. Progressive neuronal loss, synaptic deficits, disintegration of neuronal networks due to axonal and dendritic retraction, and failure of neurological functions are hallmarks of neurodegeneration (Palop et al., 2006; Gan et al., 2018). Molecular causes of neurodegeneration are believed to include protein misfolding and degradation, neuroinflammation, oxidative stress, DNA damage accumulation, mitochondrial dysfunction, as well as programmed cell death (Palop et al., 2006; Gan et al., 2018; Kurtishi et al., 2019; Burté et al., 2015; Chi et al., 2018).

Epigenetic mechanisms, including DNA methylation, histone modifications, non-coding or small RNAs, have been linked to brain development and neurological disorders, such as autism, intellectual disability (ID), and epilepsy, as well as neurodegenerative processes (Meaney and Ferguson-Smith, 2010; Berson et al., 2018; Christopher et al., 2017; Tapias and Wang, 2017). Histone acetylation, which is modulated by a range of histone acetyltransferase (HAT) families, is a major epigenetic modification controlling a wide range of cellular processes (Tapias and Wang, 2017; Choudhary et al., 2014). HATs and histone deacetylases (HDACs) maintain a proper acetylation kinetics of histones, yet also other protein substrates, which can coordinate histone dynamics over large regions of chromatin to regulate the global gene expression as well as target gene-specific regions or promoters (Vogelauer et al., 2000; Nagy and Tora, 2007). HAT-HDAC-mediated histone modifications have been suggested to play a role in brain functionality, including memory formation, mood, drug addiction, and neuroprotection (Meaney and Ferguson-Smith, 2010; Berson et al., 2018; Christopher et al., 2017; Delgado-Morales et al., 2017; Levenson and Sweatt, 2005; Renthal and Nestler, 2008). For example, the pharmacological inhibition of HDACs has been used for their anti-epileptic, anti-convulsive, and mood-stabilizing effects (Chiu et al., 2013). In addition, HDAC inhibitors or HAT activators have been employed in clinics to treat the neurological symptoms of neurodegenerative diseases and psychiatric disorders, as well as autism, memory loss, and cognitive function, although not always successfully (Christopher et al., 2017; Delgado-Morales et al., 2017; Selvi et al., 2010; Ganai et al., 2016). Genome-wide approaches have revealed global and local changes in multiple histone marks; yet, the impact and meaning of these alterations in the pathophysiological processes are obscure. A major hurdle is the lack of specificity of these pharmacological interventions causing adverse side effects in clinical treatment. Interestingly, alterations of the acetylation profiles have been found in neurodegenerative disorders including Huntington’s disease (HD) (reviewed in Valor, 2017), Amyotrophic lateral sclerosis (ALS) (reviewed in Garbes et al., 2013), spinal muscular atrophy (SMA) (Kernochan et al., 2005), Parkinson’s disease (PD) (Harrison et al., 2018; Park et al., 2016), and Alzheimer’s disease (AD) (Klein et al., 2019; Marzi et al., 2018). These findings highlight the involvement of HATs in the etiology of neurodegenerative processes, yet through various mechanisms (Cobos et al., 2019). Although widely discussed (Saha and Pahan, 2006; Konsoula and Barile, 2012), the role of histone acetylation and deacetylation in the adult central nervous system (CNS) and brain homeostasis remains largely unknown.

To gain insight into how the alteration of histone acetylation maintains neuronal homeostasis and prevents neurodegeneration, we used mouse and cellular models, in which the HAT essential cofactor TRRAP is deleted, so that the general HAT activity is disturbed. TRRAP (transformation/transcription domain-associated protein) interacts with E2F1 and c-Myc at gene promoters and is a critical component shared by several HAT complexes, including those from the GNAT and MYST families, which facilitates the recruitment of HAT complexes to target proteins for acetylation (Tapias and Wang, 2017; Knutson and Hahn, 2011). The complete deletion of Trrap in mice and cells is incompatible with the life of proliferating cells and mouse development, because of severe defects in the spindle checkpoint and cell cycle control (Herceg et al., 2001; Dhanalakshmi et al., 2004). A tissue specific deletion of Trrap in embryonic neural stem cells leads to a dysregulation of the cell cycle length which drives the premature differentiation of neuroprogenitors (Tapias et al., 2014). In humans, missense variants of TRRAP have been recently reported to associate with neuropathological symptoms, including psychosis, ID, autism spectrum disorder (ASD), and epilepsy (Cogné et al., 2019; Mavros et al., 2018). These basic and clinical studies point to a potential involvement of TRRAP in the manifestation of these neuropathies in humans. Because the known function of TRRAP in the mitotic checkpoint and cell cycle control does not apply to postmitotic cells, i.e., neurons, how TRRAP and its mediated HAT regulate adult neuronal fitness and affect neurodegeneration remains elusive.

In this study, we attempt to elucidate the molecular pathways that are governed by Trrap-HAT in postmitotic neural tissues. We find that Trrap deletion in the mouse model (*Mus musculus*) causes an age-dependent loss of existing neurons leading to neurodegeneration. We show that Trrap-HAT specifically regulates the Sp1 pathway that controls various neural processes, among which microtubule dynamics is particularly affected. Our study discloses the Trrap-HAT-Sp1 axis as a novel regulator of neuronal arborization and neuroprotection.

## Results

### *Trrap* deletion in Purkinje cells results in cerebellar degeneration

To study the role of histone acetylation and Trrap in postmitotic neurons, we generated two mouse models. First we crossed mice carrying the *Trrap* floxed allele (*Trrap*^f/f^) (Herceg et al., 2001) with *Pcp2-Cre* mice (Tg(Pcp2-cre)2Mpin) (Barski et al., 2000), to delete *Trrap* in Purkinje cells (Trrap-PCΔ). *Trrap*^+/f^ mice with the Cre transgene, or *Trrap*^f/f^ without the Cre transgene, were phenotypically normal, and thus they were used as controls. Trrap-PCΔ mice were born healthy and exhibited normal (in rotarod tests) or mild defective (in beam balance) motor coordination at young age (1–2 months). However, they displayed an evident miscoordination at mid age (3–6 months), which became more severe after 9 months (old group) (Figure 1A). By the age of 1 year, Trrap-PCΔ mice developed an age-dependent locomotor dysfunction characterized by signs of ataxia, namely impaired coordination and unsteady gait (data not shown).

**Figure 1.**
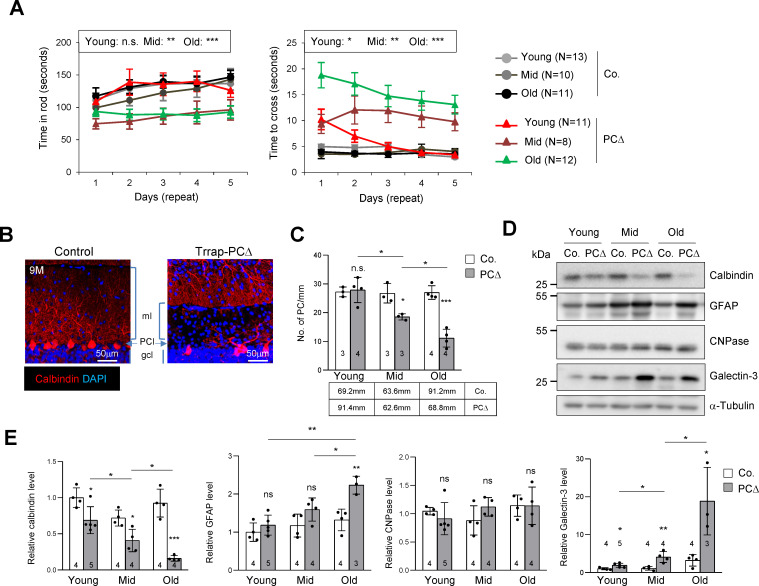
Deletion of Trrap in Purkinje cells causes neurodegeneration. (**A**) The rotarod test and the beam balance were used to assess the motor coordination of control and Trrap-PCΔ mice. The left panel depicts the time that the mice stayed in the rod before falling off. The right panel shows the quantification of the time taken by mice to cross the beam. (N) Indicates the number of mice analyzed. Young: 1–2 months; mid age: 3–6 months; old: 9–12 months. (**B**) Immunostaining of the cerebellar sections of 9-month-old mice using an antibody against calbindin (red, Purkinje cells). ml: molecular layer; gcl: granule cell layer; PCl: Purkinje Cell layer. (**C**) The quantification of the number of Purkinje cells in the cerebellum at the indicated ages. The mm of the Purkinje cell layer analyzed are indicated in the table. Young: 1–2 months; mid age: 3–6 months; old: 9–12 months. (**D**) The representative of the western blot analysis for markers for Purkinje cells (calbindin), astrocytes (GFAP), oligodendrocytes (CNPase), and activated microglia (Galectin-3). (**E**) The quantification of western blots of the cerebellum (from **D**). Signal intensities are normalized to α-Tubulin. The numbers inside the bars indicate the number of mice analyzed. Young: 1 month; mid age: 4 months; old: 9 months. Co.: control; PCΔ: Trrap-PCΔ. Mean ± standard error of the mean is shown. Two-way ANOVA and Holm–Sidak test was performed for statistical analysis in (**A**), (**B**) and Student's t-test or one-way ANOVA for (**C**), (**E**). n.s.: not significant. *p≤0.05, **p≤0.01, ***p≤0.001.

**Figure 1—figure supplement 1.**
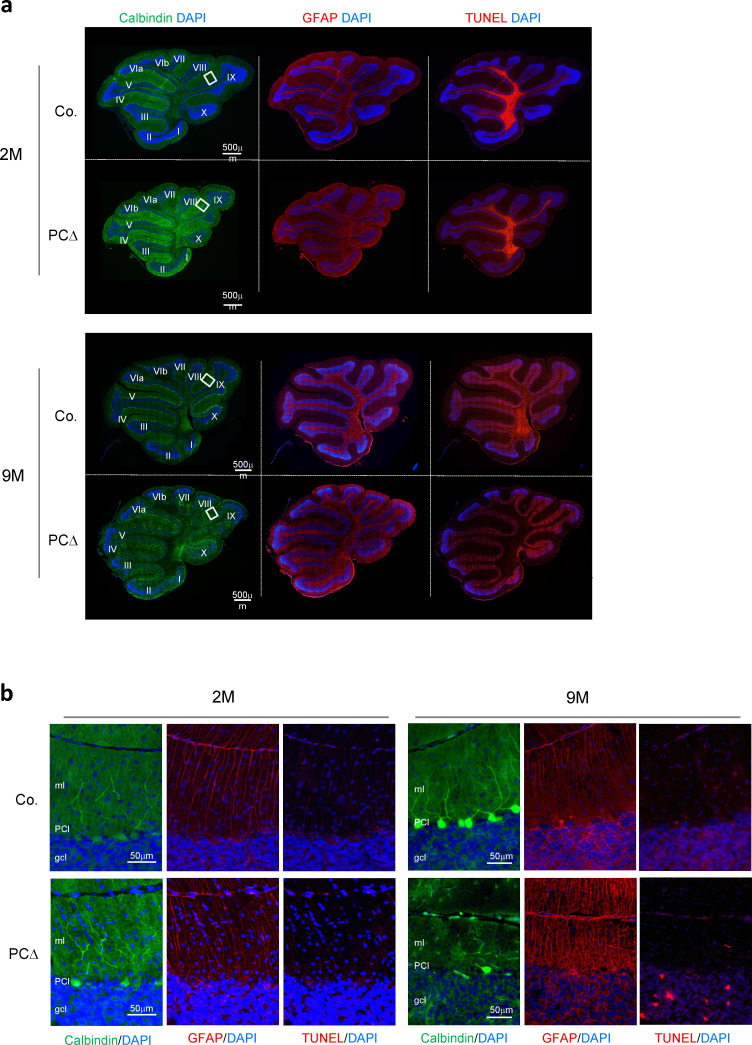
Deletion of Trrap in Purkinje cells causes neurodegeneration. (**a**) Immunostaining of sagittal sections using TUNEL reaction (red, cell death) and antibodies against calbindin (green, Purkinje Cells) and GFAP (red, astrocytes), and counterstained with DAPI. A representative image from 9-month-old mice shows a marked reduction in Purkinje cell numbers (green) in Trrap-PCΔ samples accompanied by reactive astrogliosis (red) in all layers of the cerebellar lobes and an increase in cell death in all cerebellar areas. The cerebellar lobes are numbered I–X. (**b**) High magnification of the areas highlighted in (**a**). Note a thinner molecular layer of 9-month-old cerebella (see quantification in Figure 2G). PCl: Purkinje cell layer, ml: molecular layer, gcl: granule cell layer. Co.: control; PCΔ: Trrap-PCΔ.

Immunostaining of the Purkinje cell marker calbindin revealed a progressive loss of Purkinje cells in Trrap-PCΔ cerebella – starting from 3 months old mice – which became severe at 9 months (Figure 1B,C). Western blot analysis of mutant brains of different ages confirmed a progressive Purkinje cell loss, as judged by the downregulation of calbindin (Figure 1D,E). While there was no significant change in the expression of the oligodendrocyte marker CNPase, a progressive increase of the astrocyte marker GFAP, namely astrogliosis, and the activated microglia marker Galectin-3 were evident in mutant cerebella, both of which are hallmarks of neurodegeneration (Figure 1D,E). Immunostaining of the cerebella of 2-month-old and 9-month-old mice confirmed a loss of Purkinje cells and a great increase of astrocytes (GFAP+ signals), a sign of astrogliosis, in Trrap-PCΔ cerebella at old age, whereas Trrap-PCΔ cerebella of young mice were normal (Figure 1—figure supplement 1a,b). Also, TUNEL staining detected more cell death in all cerebellar lobes of old mice (Figure 1—figure supplement 1a,b). The microglia activation and astrogliosis could be due to a homeostatic response to Purkinje cell loss, but they closely resemble neurodegeneration.

### *Trrap* deleted Purkinje cells exhibit age-dependent axonal swellings and dendrite retraction

To examine the neurodegenerative process, we analyzed *Trrap*-deleted Purkinje cells during early postnatal life. Immunostaining of brain sections using antibodies against calbindin and myelin-binding protein (MBP) detected axonal swellings of Trrap-deleted Purkinje cells readily at 1 month of age, prior to Purkinje cell loss (Figure 2A). Axonal swellings were generally myelinated at this age (Figure 2A), although a loss of myelination was observed occasionally in a few severe cases (data not shown). Furthermore, transmission electron microscopy (TEM) revealed the myelination index of Purkinje cell axons as normal in young (1-month-old) mice, but significantly lower, as judged by a higher g-ratio, in mid age (6-month-old) Trrap-PCΔ mice compared to controls (Figure 2B,C).

**Figure 2.**
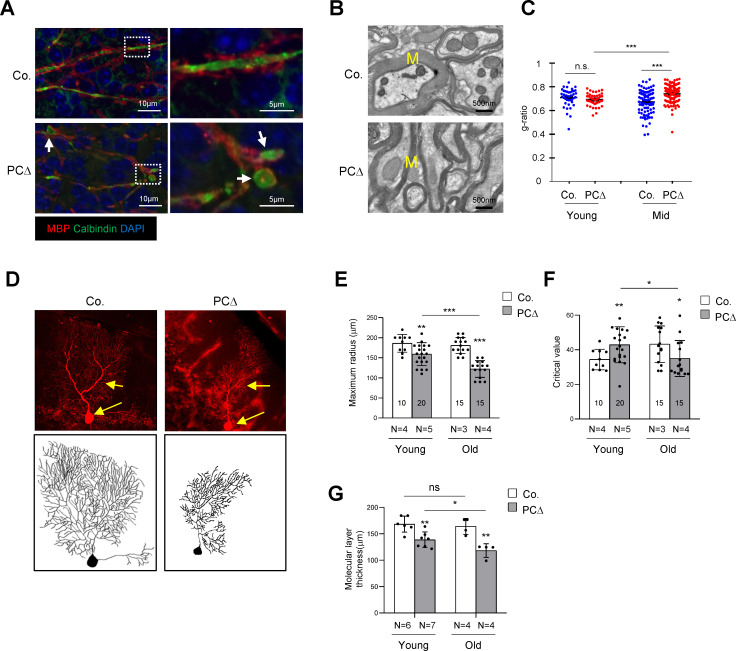
Deletion of Trrap in Purkinje cells leads to defects in their axons and dendrites. (**A**) Cerebellar sections from 1-month-old mice were stained with antibodies against Calbindin (green, Purkinje cells) and myelin-binding protein (MBP, red, Myelin sheets) and counterstained with DAPI. White arrows indicate axonal swellings. (**B**) Representative images of electromicrographs showing axon myelination in the cerebellar white matter of 6-month-old control and Trrap-PCΔ mice. M: Myelin sheet. (**C**) The quantification of the myelination index at the indicated ages by g-ratio, which is measured by ImageJ as ag-factor (the square-root of the area of the inner surface of an axon divided by the area of the outer surface including the myelin). Thus, a high g-ratio indicates a low myelination index. (**D**) Single Purkinje cells were analyzed by tracing the expression of the Confetti transgene (RFP). Representative Purkinje cell images of maximum intensity projection (MIP) from Z-stacks (upper panel) of 10-month-old mice are shown after reconstruction (lower panel) based on RFP expression in Trrap-PCΔ mice. (**E**) The quantification of the maximum radius after Sholl analysis, at the indicated ages, demonstrating that Purkinje cells retract their dendrites in Trrap-PCΔ mice. Young: 1–4 months; old: 10 months. (**F**) The graph shows the critical value measured by the Sholl analysis, at the indicated ages, indicative of the complexity of Purkinje cells. (**G**) The quantification of the molecular layer thickness of all cerebellar lobes. Young: 1–4 months; old: 10 months. Co.: control; PCΔ:Trrap-PCΔ. N: the number of mice analyzed. The numbers inside the bars indicate the number of cells analyzed. Mean ± standard error of the mean is shown. Student's t-test or one-way ANOVA was performed for statistical analysis. n.s.: not significant. *p≤0.05, **p≤0.01, ***p≤0.001.

**Figure 2—figure supplement 1.**
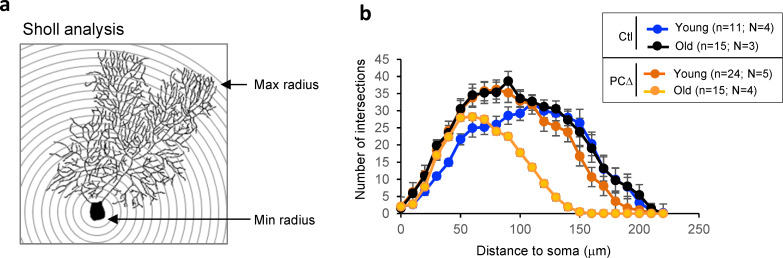
Sholl analysis of degeneration of Purkinje cells of Trrap-PCΔ mice. (**a**) Scheme of Sholl analysis. Concentric circles are drawn around a given Purkinje cell and the number of times the cell crosses the circles is scored. (**b**) The graph shows the results of the Sholl analysis indicating that Purkinje cells at indicated age (old, 10 months; young, 1–4 months) retract their dendrites in Trrap-PCΔ mice. N: number of mice; n: cells.

To quantify the morphological changes of *Trrap*-deleted Purkinje cells, we generated Trrap-PCΔ mice expressing a Confetti transgene (B6.Cg-Tg(Thy1-Brainbow1.0)HLich/J) (thereafter Trrap-PCΔ-Confetti), which enables individual Purkinje cells to stochastically express one of four fluorescent proteins upon Cre expression (Snippert et al., 2010). This allows distinguishing single neuron morphology from adjacent cells and reconstructing the dendritic trees of individual Purkinje cells (Figure 2D). A Sholl analysis (Figure 2—figure supplement 1a) of *Trrap*-deleted Purkinje cells at young age (1–4 months) and at old age (10 months) showed a progressive decrease in the size of their dendritic trees without great effects on their complexity as judged by the critical value (Figure 2E,F, Figure 2—figure supplement 1b). Consistent with the Sholl analysis data, the molecular layer became thinner at older age compared to young age (Figure 2G, Figure 1—figure supplement 1b). These observations indicate that Trrap deletion does not affect arborization, but rather causes a retraction of already formed dendrites of neurons.

### Trrap deletion changes transcriptional programs in neurons

The scarcity of Purkinje cell neurons in the Trrap-PCΔ cerebellar model limited the searching for the molecular mechanism related to the Trrap-HAT function. To gain a feasible approach, we devised another mouse model in which Trrap was deleted in a large subset of neurons, which would facilitate the molecular analysis of the HAT function in the brain. To this end, we crossed *Trrap*^f/f^ mice with *Camk2-Cre* transgenic mice (Tg(Camk2a-cre/ERT2)2Gsc) to generate mice with a Trrap deletion in pyramidal neurons in the cortex and striatum of the forebrain (designated as Trrap-FBΔ). Trrap-FBΔ brains were normal and had an efficient deletion of Trrap already at day 10 of the postnatal life (P10) (Figure 3A, see below for protein analysis in Figure 4A,B, and for qPCR analysis Figure 4—figure supplement 1f). 

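RNA of the cortex and the striatum was sequenced from 9 mice at postnatal day 10, in 16 libraries. Mice 55, 58, 63 and 64 gave the 4 control cortices and mice 58, 63, 64 and 65 the 4 control striata, while mice 57, 59, 60 and 61 gave both tissues of the Trrap-FBΔ group. The control mice carried 1 floxed and 1 wild-type Trrap allele, the Trrap-FBΔ mice carried floxed alleles only, and the Camk2-Cre transgene was present in both groups. The control cortices came from 2 females and 2 males, the control striata from 1 female and 3 males, and each Trrap-FBΔ tissue from 3 females and 1 male. The authors prepared strand-specific libraries from polyadenylated RNA, aligned the single-end reads to GRCm38 with STAR, counted the uniquely mapped reads on Ensembl genes with featureCounts and deposited these counts without normalization. Between 28743866 and 44708575 reads (median 41482110) were counted per control cortex and between 36720701 and 48761429 (median 40851066) per Trrap-FBΔ cortex. The striatal libraries held between 31735896 and 43897446 reads (median 39247388) in controls and between 37139161 and 47612379 (median 44692494) in the Trrap-FBΔ group. Within each tissue, the Trrap-FBΔ libraries were compared with the control libraries by edgeR's quasi-likelihood test after TMM normalization, and genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. Genes with low counts were left out with edgeR's filterByExpr function.

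The targeted gene, Trrap (ENSMUSG00000045482), lies on chromosome 5 of GRCm38 from 144767732 to 144859778. Its TMM-normalized counts, scaled to library size (CPM), were 172, 157, 136 and 146 in the control cortices of mice 55, 58, 63 and 64, and 123, 135, 132 and 147 in the cortices of mice 57, 59, 60 and 61, labelled Trrap-FBΔ. The means were 153 ± 15.5 (SD, n = 4) and 134 ± 9.88 (SD, n = 4), with overlapping groups (exact permutation test, 2-sided, p = 0.11). The log2 fold change was -0.18 (standard error 0.075, adjusted p = 0.083 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This adjusted p passed the threshold of edgeR's test without the filter on low counts (0.046) and with all 16 libraries in one fit (0.047). It also did without control cortex mouse 63 (0.034, log2 fold change -0.23), and not under the other settings tried. With 1 library left out, the cortical log2 fold change lay between -0.23 and -0.12. In the striatum, Trrap was at 151, 139, 151 and 142 CPM in control mice 58, 63, 64 and 65, and at 149, 136, 144 and 138 CPM in mice 57, 59, 60 and 61. The means of 146 ± 6.02 and 142 ± 5.91 (SD, n = 4 each) did not differ by more than the spread between mice (exact permutation test, 2-sided, p = 0.37), and the log2 fold change was -0.044 (standard error 0.048, adjusted p = 0.52 from the same edgeR test). Counts over the whole Trrap gene thus did not separate the groups, and all group names and directions of change given for these libraries follow the labels of the libraries. Reads per exon were not used, so these counts do not test the deletion, for which the paper refers to its protein and qPCR analyses.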

We then carried out RNA-seq and proteomic analyses using cortices and striata from P10 Trrap-FBΔ and control mice. Trrap deletion resulted in highly reproducible changes in the transcriptome of cortices and striata with 5090 and 4389 differentially expressed genes (DEGs) respectively (cutoff adjusted, p<0.05) (Figure 3B, Figure 3—figure supplement 1a, Supplementary file 1). 

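In the cortex, 6090 of the 18268 genes tested were DEGs, with 2872 higher and 3218 lower in the libraries labelled Trrap-FBΔ than in controls. In the striatum, 5704 of 18872 genes tested were DEGs, with 2725 higher and 2979 lower. Most of these changes were small. The median size of the log2 fold change among the DEGs was 0.34 in the cortex and 0.37 in the striatum, and only 383 cortical and 418 striatal DEGs changed more than 2-fold. The 4 Trrap-FBΔ libraries lay entirely above or below the 4 control libraries for 5122 of the cortical and 5021 of the striatal DEGs. Among all genes tested, 32.1% in the cortex and 31.5% in the striatum had groups that did not overlap, while chance gives 2.86%. Testing against a fold change of 1.2 in place of no change moved the counts most, to 1381 DEGs in the cortex and 1364 in the striatum. With upper-quartile normalization, 3214 of 6097 cortical and 3069 of 5698 striatal DEGs were higher, so which direction prevailed depended on the normalization. With DESeq2, which the authors used, 5976 and 5860 genes were DEGs, and with the sex of the mice as a covariate 5349 and 4312. Across the fits that each left out 1 library, the count lay between 4734 and 5726 in the cortex and between 4205 and 5769 in the striatum.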

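A set of 3435 genes was differentially expressed in both tissues, which is 56.4% of the cortical and 60.2% of the striatal DEGs. The tissues of 7 of the 9 mice came from the same animals, so the cortical and striatal calls are not independent. Leaving out 1 library at a time gave between 2736 and 3595 common DEGs, and the test against a fold change of 1.2 gave 580.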

The Trrap-FBΔ cortex and striatum shared 2695 common DEGs, corresponding to 52.9% and 61.4% of the respective tissues. 

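Of the 3435 common DEGs, 3407 changed in the same direction in both tissues (99.2%). Across these genes the log2 fold changes of the cortex and the striatum had a Pearson correlation of 0.93, which describes genes and not independent replicates. Over all 17938 genes tested in both tissues, irrespective of significance, 77.8% had the same sign and the correlation across genes was 0.69. Because most mice gave both tissues, some sharing of signs arises with no effect of the genotype. When the mice were instead divided so that 2 Trrap-FBΔ mice were in each group (18 such divisions), between 44.2% and 63.9% of all genes tested in both tissues had the same sign. The share among common DEGs ranged from 98.8% to 99.6% with 1 library left out at a time.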

The directionality of the changes was conserved in 99.3% of the genes (Figure 3C, Supplementary file 1). Among the common DEGs, 1122 upregulated and 1554 downregulated genes were overlapping between these two parts of the brain (Figure 3C). These results strongly suggest that similar mechanisms operate in the neurons from both brain regions. 

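The common DEGs comprised 1520 genes that were higher and 1887 that were lower in the libraries labelled Trrap-FBΔ in both tissues, and 28 genes that changed in opposite directions. With upper-quartile normalization more of them were higher than lower, 1732 against 1667. Among the common DEGs with at least 50 counts on average and no overlap between groups, the largest rise by the mean log2 fold change of both tissues was that of Lrp8os2 (ENSMUSG00000073779, chromosome 4 of GRCm38, 107806033 to 107823022). Its log2 fold change was 2.53 in the cortex (standard error 0.32, adjusted p = 0.00021) and 2.47 in the striatum (standard error 0.15, adjusted p = 3.8e-05; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the cortex, the Trrap-FBΔ library of mouse 57 (2.05 CPM) lay apart from the other 3, although it remained above all controls. Lrp8os2 was followed by Gm28578, Kazald1, Gm47113 and Ptprv, with log2 fold changes between 1.50 and 2.26 in the cortex and between 1.23 and 1.91 in the striatum. The striatal rise of Gm28578 was no longer past the threshold with the sex of the mice as a covariate or without 1 of the libraries of control mouse 65 and Trrap-FBΔ mice 57, 60 and 61 (adjusted p between 0.052 and 0.084, edgeR).

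The largest fall by the same mean was that of Pttg1 (ENSMUSG00000020415, chromosome 11, 43420250 to 43426251), which dropped from 8.81 ± 0.66 to 2.00 ± 0.30 CPM in the cortex and from 8.16 ± 3.40 to 2.74 ± 0.29 CPM in the striatum (mean ± SD, n = 4 each). The corresponding log2 fold changes were -2.13 (standard error 0.11, adjusted p = 2.9e-06) and -1.57 (standard error 0.31, adjusted p = 0.0042; same edgeR test). Dkkl1, Gm32817, Dpysl3 and Tubb5 followed, with log2 fold changes between -1.92 and -1.35 in the cortex and between -1.68 and -1.15 in the striatum. For Gm32817, the Trrap-FBΔ cortex of mouse 59 (0.82 CPM) was lower than the other 3. Dpysl3 (chromosome 18, 43320984 to 43438286) and Tubb5 (chromosome 17, 35833921 to 35838306) were the abundant genes of this group. Tubb5 fell from 1249 ± 89.1 to 489 ± 61.5 CPM in the cortex and from 886 ± 60.2 to 399 ± 40.0 CPM in the striatum (mean ± SD, n = 4 each). The tubulin genes have similar sequences, and their counts are uncertain to the extent that reads fitting several of them were not counted.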

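Whether the effect of the genotype differed between cortex and striatum was tested with an interaction term over all 16 libraries. Of 19438 genes tested, 85 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2347 had an unadjusted p under 0.05. This number depended on the analysis. It was 415 with DESeq2 and 219 with the mouse as a block, whereas with the mouse as a block and the sex of the mice allowed to act differently in each tissue it was 0, with 2222 genes at an unadjusted p under 0.05. Without mouse 59 it was 2. The smallest adjusted p was that of Rxfp2 (ENSMUSG00000053368, chromosome 5 of GRCm38, 150018675 to 150082184), which fell in the cortex from 5.82 ± 0.67 to 3.42 ± 0.34 CPM and rose in the striatum from 2.62 ± 0.39 to 5.11 ± 0.44 CPM (mean ± SD, n = 4 each). Its log2 fold change was higher in the striatum by 1.71 (standard error 0.17, adjusted p = 0.00024 from edgeR). From the large number of common DEGs and their conserved direction, the paper proposes that similar mechanisms operate in the neurons of both brain regions.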

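Instead of GO terms, 24 lists of marker and pathway genes were tested with camera of the limma package, at a preset correlation between genes of 0.01 and with Benjamini-Hochberg adjustment over the lists. In the cortex 14 and in the striatum 15 lists had an adjusted p under 0.05, and 13 of them in each tissue also did under the rotation test fry. With the correlation estimated from the data, 0 lists passed in either tissue, while 5 lists in the cortex and 7 in the striatum had an unadjusted p under 0.05. Some other divisions of the mice gave as many lists as the real one, 10 of 35 in the cortex and 4 of 35 in the striatum with the real one counted. Those that did so exchanged 1 mouse between the groups, and 0 of the 18 divisions with 2 Trrap-FBΔ mice in each group gave as many. These 18 divisions still gave between 2 and 7 lists in the cortex and between 1 and 13 in the striatum. Lists could thus pass camera's threshold with the genotypes balanced between the groups, and its p-values for lists may be too small.

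Genes of immature neurons such as Dcx, Sox11 and Gap43 (20 genes) had a median limma-voom log2 fold change of -0.62 in the cortex (adjusted p = 1.1e-11 from limma's camera) and -0.59 in the striatum (adjusted p = 6.5e-11). In the cortex 18 and in the striatum 17 of them were lower DEGs, and the mean of the list was lower in each of the 4 Trrap-FBΔ libraries than in any control (exact permutation test, 2-sided, p = 0.029, the smallest that 4 mice against 4 allow). The list was written with knowledge of the paper's table of DEGs, and 4 of its genes are among the Sp1 targets of Source data 1. Genes of mature neurons (22 genes) changed less, with a median of -0.046 in the cortex (adjusted p = 0.11, limma's camera) and -0.23 in the striatum (adjusted p = 0.00059). Without control cortex mouse 55 the cortical median was -0.080 and past the threshold (adjusted p = 0.0057, limma's camera), and it was -0.025 without control mouse 64 or Trrap-FBΔ mouse 60. Excitatory neuron genes (12 genes) had a median of -0.11 in the cortex (adjusted p = 0.077) and -0.58 in the striatum (adjusted p = 0.028, limma's camera). The cortical list passed the threshold under limma's fry (adjusted p = 0.013) and in an exact permutation test of the list mean, chosen after seeing the data (adjusted p = 0.046), and its median was -0.073 without control mouse 55. Without the library of control mouse 58, limma's camera gave the opposite calls for this list, with a cortical median of -0.13 (adjusted p = 0.029) and a striatal median of -0.51 (adjusted p = 0.090). The 4 neurofilament genes, of which 3 are in Source data 1, had medians of -0.69 in the cortex (adjusted p = 0.00026) and -0.20 in the striatum (adjusted p = 0.56, limma's camera). With 1 library left out, the striatal median ranged from -0.39 without control mouse 63 to -0.037 without control mouse 58. For inhibitory interneurons (adjusted p = 0.83 in the cortex and 0.86 in the striatum) and striatal projection neurons (0.24 and 0.38), limma's camera detected no change. The median of the projection neuron genes in the striatum was -0.67 without control mouse 58 (adjusted p = 0.0033, limma's camera), and in the cortex -0.37 without control mouse 55 (adjusted p = 0.044) and -0.36 without control mouse 64 (adjusted p = 0.021). The mean log2 CPM of the projection neuron list varied more among controls than among Trrap-FBΔ libraries. Its SD was 0.68 against 0.22 in the cortex and 0.87 against 0.28 in the striatum. Uneven dissection, which would mark genes that differ between the tissues, was not tested for the excitatory and projection neuron lists. Their changes are therefore not assigned to the neurons. Differences between the tissues were not tested for the lists.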

Gene ontology (GO) analyses of the common DEGs in RNA-seq data sets of both the cortex and striatum revealed alterations in multiple signaling pathways important for neuronal processes (Figure 3D, Source data 1A, Supplementary file 1). 

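Of the lists of microtubule genes, the 4 stathmins, which destabilize microtubules, had the lowest median limma-voom log2 fold change, at -0.86 in the cortex (adjusted p = 3.5e-05 from limma's camera) and -0.77 in the striatum (adjusted p = 1.5e-05). Of these 4 genes, 3 had been listed by the paper among its Sp1 targets. The 16 tubulins tested had medians of -0.59 (adjusted p = 7.0e-05) and -0.43 (adjusted p = 0.00030, limma's camera), with 10 lower and 2 higher DEGs in the cortex and 9 lower and 2 higher in the striatum. The cortical median was -0.38 without Trrap-FBΔ mouse 60 (adjusted p = 6.7e-05, limma's camera). Tuba8 and Tubg2 were the tubulins that rose in both. The 13 mitotic kinesins had medians of -0.48 (adjusted p = 3.5e-05) and -0.59 (adjusted p = 1.9e-06, limma's camera), and none of them had a log2 fold change above 0. The list of the G2 and M phases of the cell cycle had the same medians (-0.48 and -0.59), and 5 of these kinesins are also in another list. Their fall was therefore not told apart from that of cell cycle genes. The 45 microtubule-associated proteins had smaller medians of -0.18 (adjusted p = 7.5e-06) and -0.21 (adjusted p = 0.00026, limma's camera), with 24 lower and 4 higher DEGs in the cortex and 22 lower and 4 higher in the striatum. The 35 genes of transport kinesins and dynein had a median of -0.16 in the cortex (adjusted p = 0.00014, limma's camera). In the striatum their median was -0.070 (adjusted p = 0.028, limma's camera), a call that was lost under limma's fry (adjusted p = 0.093). It was also lost with the sex of the mice as a covariate (-0.028, adjusted p = 0.17, limma's camera) and with at least 10 counts in every library (-0.063, adjusted p = 0.054). The same held without control mouse 58 (-0.030, adjusted p = 0.14, limma's camera), control mouse 65 (-0.049, adjusted p = 0.059) or Trrap-FBΔ mouse 60 (-0.061, adjusted p = 0.067).

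**Figure D1:**
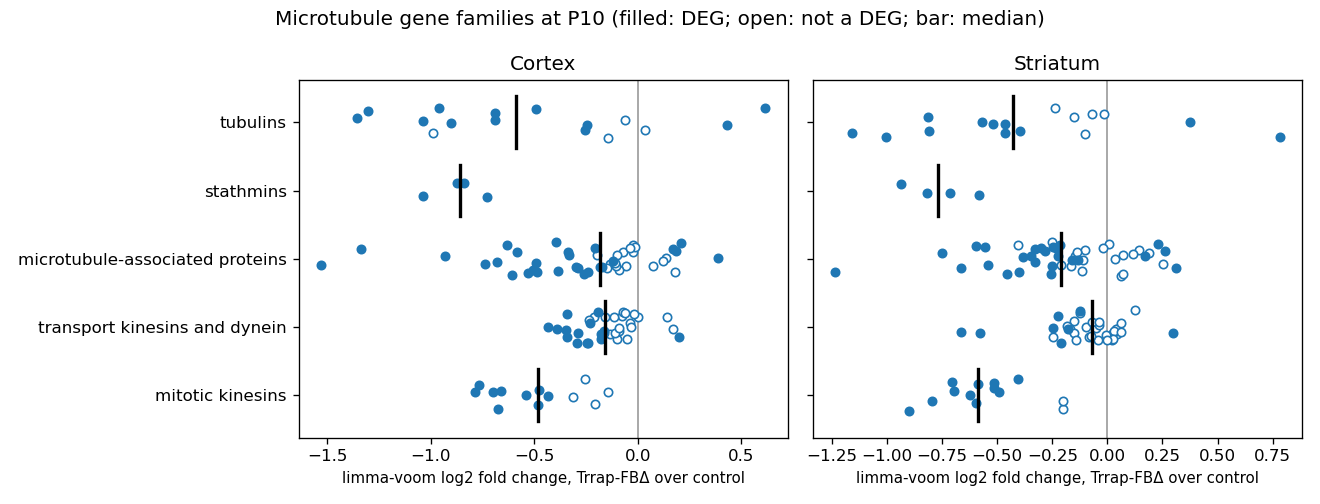
Limma-voom log2 fold change (Trrap-FBΔ over control, x axis) of each gene tested in 5 microtubule gene families (y axis), in the cortex (left) and the striatum (right). Each point is a gene, filled for DEGs and open for other genes, and the bar is the median of the family, which runs from -0.86 for stathmins to -0.16 for transport kinesins and dynein in the cortex.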

Intriguingly, about a half of the Top50 pathways were linked with microtubule dynamics and its related cellular processes (Figure 3D).

**Figure 3.**
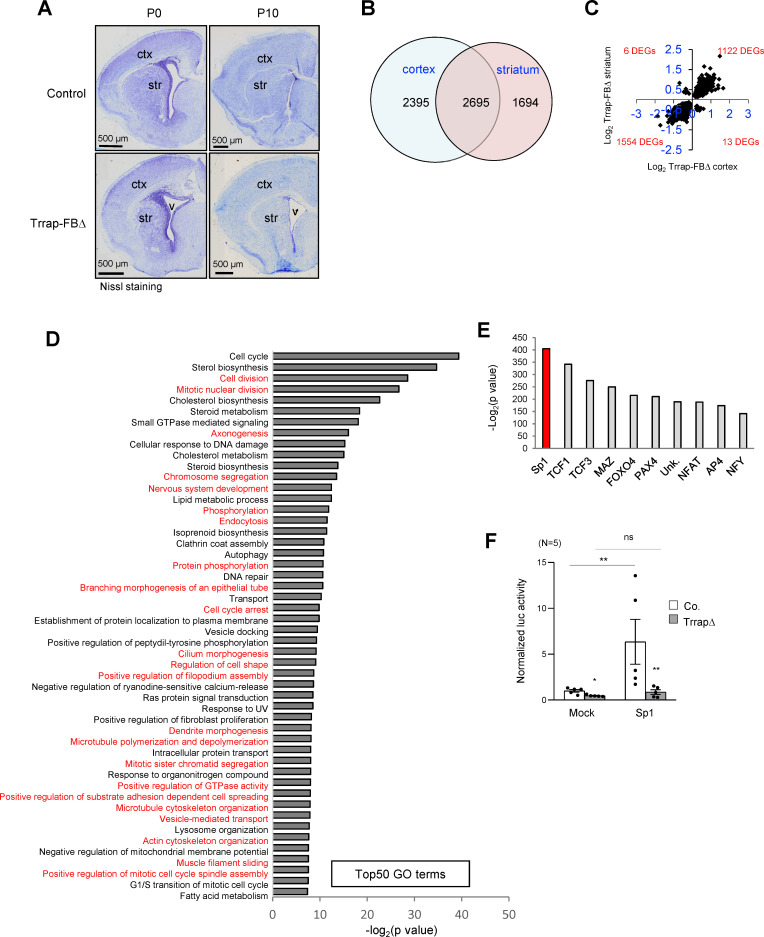
Deletion of Trrap in pyramid neurons of the forebrain results in a progress degeneration of the cortex and striatum. (**A**) Nissl staining of the coronal session of Trrap-FBΔ brain at postnatal day 0 (P0) and 10 (P10). Ctx: cortex; str: striatum; v: ventricle. (**B**) The Venn diagram depicts the overlap between the differentially expressed genes (DEGs) measured by RNA-seq in the cortex and striatum. The numbers refer to the DEGs in the indicated data sets. (**C**) Log_2_ of the fold changes of the 2695 common DEGs in Trrap-FBΔ cortex and striatum. (**D**) Top50 GO terms of the 2695 overlapping hits identified in the RNA-seq data set of the cortex and striatum. Note that microtubule dynamics related processes are highlighted in red. (**E**) Transcription factor binding site (TFBS) enrichment analysis of the 1261 common DEGs in aNSCs, the cortex, and the striatum identified by RNA-seq. (**F**) Luciferase assays using a Sp1-responsive construct. The graph shows the luciferase activity normalized by Bradford assay. N: the number of cell lines analyzed; Mock: empty vector, Sp1: overexpression; luc: luciferase. Co.: control; aNSCsΔ: Trrap-aNSCsΔ. n: the number of cell lines analyzed. Mean ± standard error of the mean is shown. Unpaired t-test was performed for statistical analysis. n.s.: not significant; *p≤0.05, **p≤0.01.

**Figure 3—figure supplement 1.**
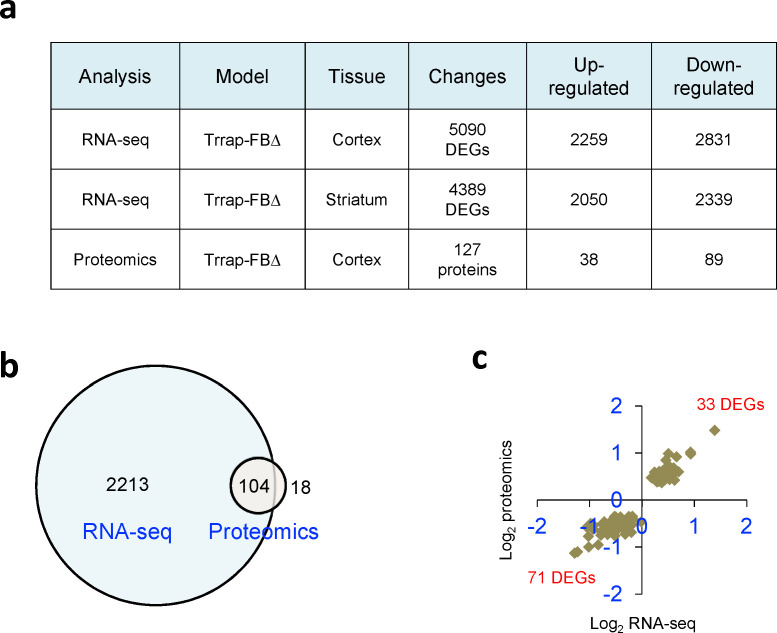
Trrap deletion leads to transcriptome and proteome changes. (**a**) The table summarizes the different genome-wide approaches used to analyze the function of Trrap in different cell types and the general results obtained. For all analyses, four to five biological replicates were used. (**b**) The Venn diagram depicts the overlap between the differentially expressed genes (DEGs) measured by RNA-seq and protein changes measured by mass spectrometry (cutoff, *q* ≤ 0.1) in Trrap-FBΔ cortices. The numbers refer to common DEGs/DEP (differentially expressed proteins) in the indicated data sets. (**c**) The Venn diagram depicts the log_2_ of the fold changes of the 104 common DEGs/proteins in Trrap-FBΔ cortices.

**Figure 3—figure supplement 2.**
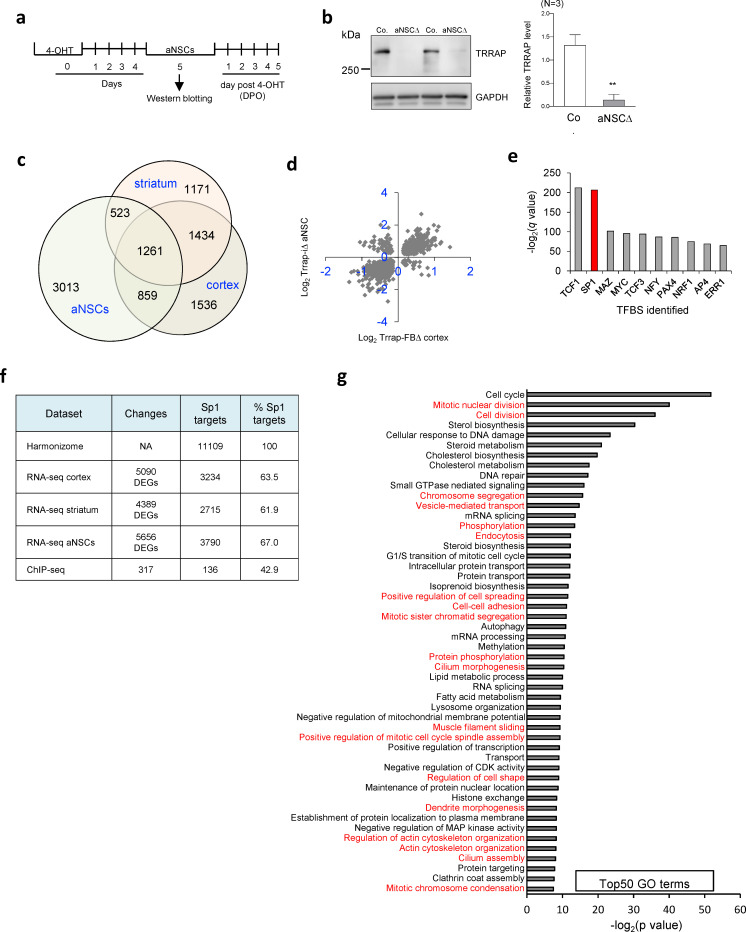
Comparative Omics analysis of Trrap deleted aNSCs with Trrap-FBΔ brains. (**a**) The experimental workflow of the Trrap deletion in aNSCs in culture by 4-OHT followed by experiments at indicated day post 4-OHT treatment (DPO). (**b**) Western blot analysis of the Trrap deletion in aNSC at 5DPO. GAPDH is a loading control. Quantification of the Trrap protein levels from three animals (N = 3) after normalization to GAPDH is shown on the left. Co.: control; aNSCΔ: Trrap-aNSCΔ. (**c**) The Venn diagram depicts the overlap between the differentially expressed genes (DEGs) measured by RNA-seq in the cortex, striatum, and aNSCs. The numbers refer to DEGs in the indicated data sets. (**d**) Log_2_ of the fold changes of the 2120 common DEGs in Trrap-FBΔ cortex and Trrap-aNSCΔ aNSCs. (**e**) Transcription factor binding site (TFBS) enrichment analysis of the 1261 common DEGs in aNSCs, cortex, and striatum identified by RNA-seq. (**f**) A list of the Sp1 targets based on published ChIP-seq results was obtained from the Harmonizome database (Rouillard et al., 2016) and compared with our RNA-seq results to determine the amount of Sp1 targets in each data set. (**g**) Top50 GO terms of the processes regulated by Sp1. Note that microtubule dynamics related processes are highlighted in red.

**Figure 4.**
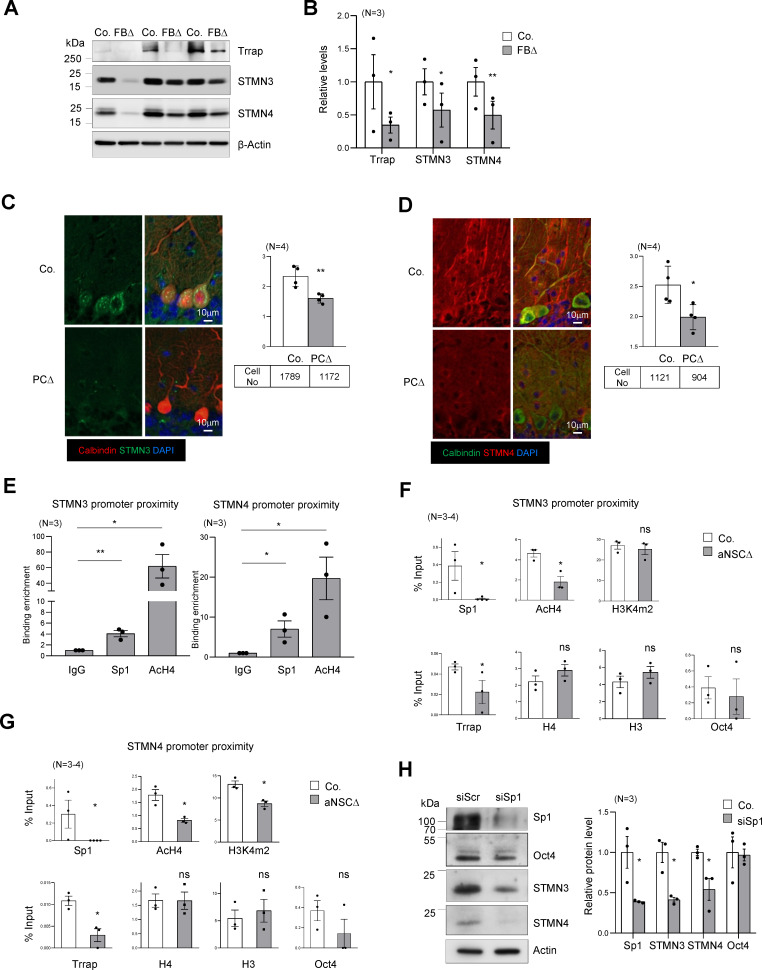
Trrap regulates the expression of STMNs via Sp1. (**A**) Western blot analysis of the Trrap deletion and expression of STMNs in the forebrain of indicated genotype at postnatal day 10 (P10). β-actin is a loading control. Co: control; FBΔ: Trrap-FBΔ. (**B**) The quantification of the expression of the indicated proteins in mutant forebrains measured by western blots are related value to adjacent controls after normalization to β-actin. N: the number of mice analyzed. The error bar presents the standard error. Paired t-test was used for statistical analysis. *p≤0.05, **p≤0.01. (**C and D**) Sagittal sections of 4-month-old Trrap-PCΔ mice were stained against STMN3 (green, **C**) and STMN4 (green, **D**), the Purkinje cell marker Calbindin (red) and counterstained with DAPI (blue). The right panel shows the average intensity of STMN3 or STMN4 in Purkinje cells normalized by the intensity in the neighboring cells (not Trrap-deleted). n: the number of cells analyzed; N = 4 mice analyzed. (**E**) ChIP analysis on the STMN3 and STMN4 promoters in control striata using antibodies against Sp1, AcH4, and IgG. qPCR analysis was performed to quantify the binding of the indicated factors to the promoter. The binding enrichment was calculated as fold enrichment over IgG. N = 3 mice analyzed. The primers that contain the Sp1 site for ChIP assays are marked in Figure 4—figure supplement 1g. (**F and G**) ChIP analysis on the proximity of STMN3 (**F**) and STMN4 (**G**) promoters in control and TrrapΔ aNSCs. Protein binding value is presented in percentage of input. The large error bars in Oct4 ChIP are due to an inclusion of a high value from one pair of samples. N = 3–4 mice analyzed. (**H**) Western blot analysis of STMN3 and STMN4 expression after siRNA-mediated knockdown of Sp1 in aNSCs. Oct4 is an Sp1 independent transcription factor control and β-actin controls loading. (**C–H**) Mean ± standard error of the mean is shown. Unpaired t-test was performed for statistical analysis. *p≤0.05, **p≤0.01.

**Figure 4—figure supplement 1.**
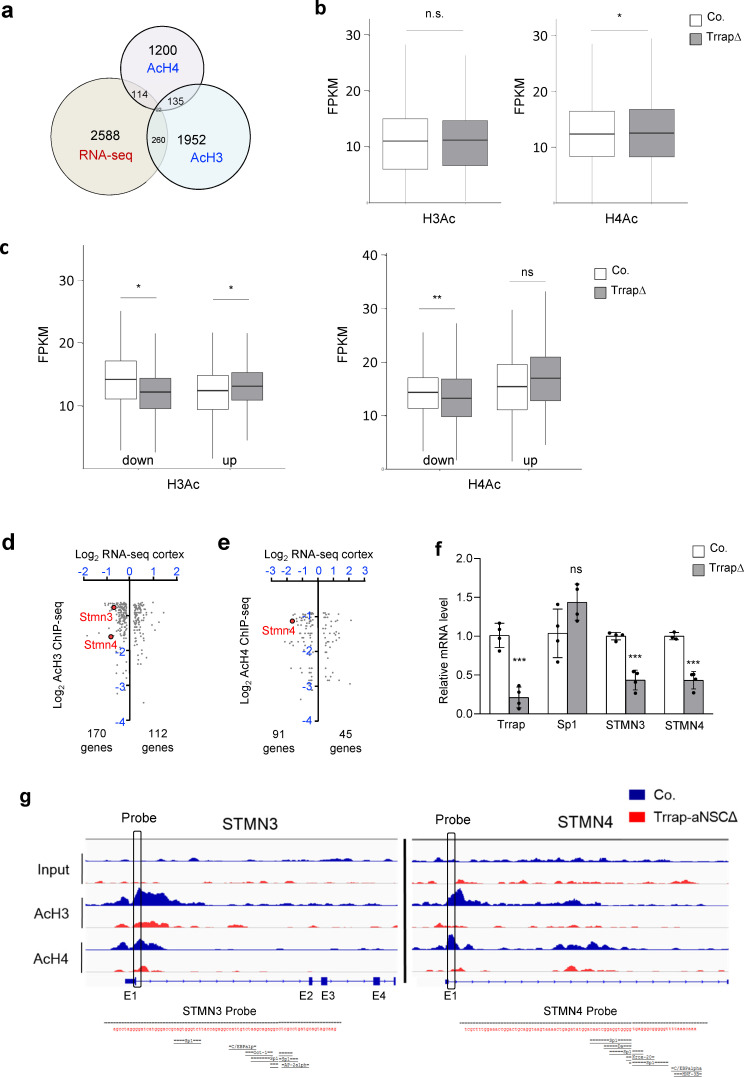
Expression and HAT binding analysis of STMNs in Trrap-FBΔ brains. (**a**) The scheme depicts the overlap between the common differentially expressed genes (DEGs) measured in the RNA-seq analyses of the cortex and striatum of Trrap-FBΔ mice and acetylated histone depleted peaks in aNSCs. The numbers refer to common genes identified in the indicated data sets. (**b**) Level of histone acetylation across SP1-motif in the whole genome. Box plot shows the distribution of lower quartile 25% and upper quartile 75%. RPKM: Fragment per kb pair region per million sequence reads. Whiskers present minimal to maximal value. Unpaired t-test was performed for statistical analysis. *p≤0.05. (**c**) Level of histone acetylation across SP1-motif in the genome at Trrap DEGs. Box plot shows the distribution of lower quartile 25% and upper quartile 75%. Whiskers present minimal to maximal value. ‘Up’ indicates the acetylated histone peak among genes that are upregulated after Trrap-deletion, ‘down’ indicates those which are downregulated. Unpaired t-test was performed for statistical analysis. *p≤0.05, **p≤0.01. (**d**) Genes overlapping in RNA-seq from cortices and striatum and AcH3 ChIP-seq in aNSCs. The log_2_ of the fold changes in RNA-seq of cortices and AcH3 ChIP-seq of the 282 genes where decreased AcH3 was observed concomitant with changes in RNA levels. STMN3 and STMN4 are targets analyzed in this study and related to neuronal homeostasis. (**e**) Genes overlapping in RNA-seq from cortices and striatum and AcH4 ChIP-seq in aNSCs. Log_2_ of the fold changes in RNA-seq of cortices and AcH4 ChIP-seq of the 136 genes where decreased AcH4 was observed concomitant with changes in RNA levels. STMN4 is a target analyzed in this study and related to neuronal homeostasis. (**f**) Quantitative PCR (q-PCR) analysis of Sp1 target genes in Trrap-FBΔ cortex and striatum. N = 4, the number of mice analyzed. Unpaired t-test was performed for statistical analysis. *p≤0.05; ***p≤0.001; n.s.: not significant. (**g**) Genomic view of the *Stmn3* and *Stmn4* gene showing the levels of histone H3 and H4 acetylation in control and mutant aNSCs from ChIP-seq data sets (Supplementary file 5). The primers used for ChIP assays are located in the promoter proximity of respective genes. Lower panels depict the sequence of both ChIP probes, in which Sp1 consensus is shown.

Whole proteomic analysis of P10 Trrap-FBΔ cortices identified 122 out of 6919 proteins to be significantly altered after Trrap deletion (cutoff, *q* < 0.1) (Figure 3B, Figure 3—figure supplement 1b, Supplementary file 2). Notably, a comparison between RNA-seq and proteomics data sets showed that 85% of the proteins altered by Trrap deletion, i.e., 33 upregulated and 71 downregulated genes, were altered in the same way at the RNA level, which resembled 100% directionality (Figure 3B, Figure 3—figure supplement 1c, Supplementary file 2). These results indicate that most changes in the proteome were due to changes in the transcriptome.

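The paper's table of altered proteins holds 127 entries, of which 126 had a gene tested in the cortical RNA-seq libraries. For 112 proteins, 35 higher and 77 lower, the gene was a cortical DEG in the same direction, which is 88.2% of the 127 (95% exact Clopper-Pearson interval 81.3% to 93.2%, treating proteins as independent). None of the proteins had a gene that was a DEG in the opposite direction. A further 11 genes had the same sign as the protein without being DEGs, and 3 genes (C3, Snx32 and Tmem165) had the opposite sign. Their log2 fold changes in the cortex were 0.54, -0.011 and 0.069, with adjusted p of 0.14, 0.86 and 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without control cortex mouse 58, C3 was a DEG in the direction opposite to the protein (log2 fold change 0.83, adjusted p = 0.034, edgeR). Adjusted over the list alone, 116 of the genes passed the threshold, compared with 112 when adjusted over all genes tested. Across genes, the paper's protein log2 fold changes and those of the RNA had a Spearman correlation of 0.755, which describes genes and not replicates. The number of proteins with a DEG in the same direction lay between 102 and 111 with 1 cortical library left out at a time, and fell to 68 when the RNA was tested against a fold change of 1.2. From the overlap and the shared direction, the paper concludes that most changes in the proteome were due to changes in the transcriptome.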

### Trrap deletion alters Sp1 pathway

TRRAP is a cofactor interacting with various transcription factors and recruits HAT activity to their target gene promoters. To understand through which transcription factors Trrap was mediating its function, we performed a transcription factor binding site (TFBS) enrichment analysis on the common DEGs in Trrap-deleted cortices and striata. We found that most of these transcriptional changes after Trrap deletion were mediated mainly by limited transcription factors, among which transcription factors Sp1 and TCFs appeared to be the most relevant upstream factors (Figure 3E, Supplementary file 3). They mediated Trrap-dependent changes not only upstream of the common DEGs, but also upstream of the DEGs from each data set of cortices and striata (Supplementary file 3). Transcription factors TCF1, TCF3, and NFAT are known effectors of the Wnt signaling pathways (Cadigan and Waterman, 2012) and were indeed downstream of the Sp1-mediated transcription regulation upon Trrap deletion (Supplementary file 1). Hence, our data suggest that Sp1 is likely the main regulator for all these changes in Trrap-deleted brains.

### The Sp1 pathway is a conserved transcriptomic network in Trrap-deleted neural cells

Sp1 is a key transcription factor capable of regulating many cellular processes, including proliferation, cell differentiation, apoptosis, immune responses, DNA damage responses, and chromatin remodeling (Li and Davie, 2010). We attempted to analyze the transcriptional activity of Sp1 in the absence of Trrap. To achieve this, we had to adopt an in vitro culture approach and used replicating adult neural stem cells (aNSCs) from *Trrap*^f/f^ mice expressing the CreER^T2^ transgene (*Rosa26*-CreER^T2^ Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^) (designated as Trrap-iΔ). Addition of 4-hydroxytamoxifen (4-OHT) in cultured Trrap-iΔ NSCs induced an efficient deletion of Trrap (Figure 3—figure supplement 2a,b). We first validated the transcriptome of aNSCs in comparison with that of Trrap-FBΔ cortex and striatum and found 1261 common DEGs among these three samples. The directionality is very conserved in 93.1% between the cortex and aNSCs (Figure 3—figure supplement 2c,d, Supplementary file 1). Intriguingly, TFBS analysis revealed a remarkable commonality of DEGs among Trrap-deleted cortices, striata, and aNSCs as the transcriptional targets of Sp1 (Figure 3—figure supplement 2e, Supplementary file 3). Thus, Trrap-HAT regulates a very conserved transcriptomic network in different brain regions as well as in NSCs. Using these cells, we then performed a luciferase reporter assay to investigate whether Sp1 is directly regulated by Trrap and detected a dramatic decrease in Sp1 activity in Trrap-deleted NSCs, compared to control cells. Strikingly, ectopic overexpression of Sp1 in Trrap-deleted cells failed to activate the Sp1-reporter (Figure 3F). These data indicate that Trrap is indeed required for Sp1-mediated transcriptional activation.

### Alteration of Sp1-targets after Trrap deletion

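Sp1 itself (ENSMUSG00000001280, chromosome 15 of GRCm38, 102406143 to 102436404) was at 43.7 ± 4.66 CPM in control cortices and 35.6 ± 0.99 CPM in cortices labelled Trrap-FBΔ (mean ± SD, n = 4 each), a log2 fold change of -0.29 (standard error 0.074, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the striatum it was at 48.7 ± 2.31 and 44.6 ± 1.15 CPM, with overlapping groups and a log2 fold change of -0.13 (standard error 0.048, adjusted p = 0.065, edgeR). Without control striatum mouse 63 this fall passed the threshold (-0.16, adjusted p = 0.021, edgeR). All 30 genes that the paper lists as its top Sp1 targets at the RNA level (Source data 1B) were DEGs in both tissues, 29 of them lower and 1 higher in the libraries labelled Trrap-FBΔ. Their log2 fold changes were at least 0.49 in size in the cortex and at least 0.37 in the striatum, and the largest falls were -1.29 and -1.03. Of the 30 top Sp1 targets that the paper lists from its proteomics (Source data 1C), 18 were lower and 11 higher cortical DEGs, and 15 were lower and 6 higher striatal DEGs. Since the paper picked these genes from the same libraries, the counts describe the genes and are not independent evidence.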

RNA-seq analysis suggests that Trrap ablation leads to changes of the Sp1-dependent transcription regulation of its downstream targets in various neurological processes (Source data 1A). We then compared the Sp1 targets identified in our transcriptome (DEGs) analyses (Supplementary file 1) with Sp1 targets identified by ChIP-seq from the Harmonizome database (Rouillard et al., 2016) (https://amp.pharm.mssm.edu/Harmonizome/gene_set/SP1/ENCODE+Transcription+Factor+Targets). We found that a high degree of the DEGs from Trrap-deleted brains as well as aNSCs were putative Sp1 targets (Figure 3—figure supplement 2f, Supplementary file 4). GO analysis of the common DEGs revealed that more than 30% of the Top50 pathways under the control of Sp1 were linked with microtubule dynamics-related cellular processes (Figure 3—figure supplement 2g, Supplementary file 4).

To further examine how Trrap affects HATs at target gene promoters, we performed a ChIP-seq study of acetylated histones H3 and H4 using Trrap-deleted aNSCs. Depletion of Trrap led to a downregulation of 2274 AcH3 and 1355 AcH4 peaks that were associated with coding genes (equivalent to 10% of the most depleted regions in TrrapΔ versus controls) (Figure 4—figure supplement 1a, Supplementary file 5). 

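The paper's table of AcH4 peaks depleted in Trrap-deleted aNSCs holds 1360 entries, each with a gene symbol. Of these symbols, 1132 were found in the count table of the forebrain libraries and 806 belonged to genes tested in both the cortex and the striatum. Common DEGs accounted for 167 of the 1360 entries (12.3%), of which 109 were lower and 57 higher in the libraries labelled Trrap-FBΔ in both tissues and 1 changed in opposite directions. Among the 806 genes tested in both tissues, 20.7% were common DEGs, and among all genes tested in both tissues 19.1% were. Because the genes that carried an AcH4 peak before the deletion were not used here, no test of this overlap was made. With the sex of the mice as a covariate the share of entries was 9.41%, and with 1 library left out at a time it lay between 9.63% and 13.9%. The AcH3 peaks were not analysed here.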

Only 12.6% and 10.2% respectively of these depleted peaks correlated with changes in the RNA level of the corresponding genes in Trrap-FBΔ brains (Figure 4—figure supplement 1a, Supplementary file 5). ChIP-seq analyses revealed no significant difference of AcH3 on Sp1-site between control and Trrap-deleted aNSCs, whereas H4Ac on Sp1-site in control (mean = 12.37) is slightly lower than in Trrap mutants (mean = 12.54) (Figure 4—figure supplement 1b). Interestingly, the downregulated genes had a significantly lower acetylation level of H3 and H4 in the Sp1 promoter area in Trrap deleted cells (Figure 4—figure supplement 1c). 

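The paper's table of genes with both AcH3 and AcH4 depleted in Trrap-deleted aNSCs lists 157 symbols, of which 111 belonged to genes tested in both forebrain tissues. Of these, 31 were common DEGs, 20 of them lower and 11 higher in the libraries labelled Trrap-FBΔ in both tissues, and the other 80 were not called in both. The 20 lower genes were led by Dpysl3, Stmn4, Ube2c, Cenpf and Cplx1. Their log2 fold changes ranged from -1.54 for Dpysl3 to -0.16 for St6gal2 in the cortex and from -1.23 for Dpysl3 to -0.20 for Elavl3 in the striatum. The number of lower genes was 12 with the sex of the mice as a covariate, and between 15 and 21 with 1 library left out at a time.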

Twenty-two genes exhibited downregulated histone H3 and H4 acetylation and were also downregulated in the RNA-seq from brains. Among them, 11 genes were Sp1 targets according to the Harmonizome database (Supplementary file 5). The microtubule dynamics proteins STMN3 (SCLIP) and STMN4 (RB3) are of special interest (Figure 4—figure supplement 1d,e), because microtubule dynamics have been proposed to be involved in brain homeostasis (Chauvin and Sobel, 2015; Dubey et al., 2015) and defects in microtubule dynamics often cause axonal swellings and dendrite retraction in postmitotic neurons (Dubey et al., 2015; Voelzmann et al., 2016). Together with the high incidence of the dysregulated processes associated with microtubule dynamics, which are regulated by Sp1 (Figure 3E, Figure 3—figure supplement 2f), the finding of these two microtubule destabilizing proteins postulates this particular cellular process as the main route affected by Trrap deletion in the brain.

### Trrap-HAT mediates Sp1 transcriptional control of microtubule dynamic genes

The microtubule destabilizing proteins STMN3 and STMN4 are members of the Stathmin protein family (Chauvin and Sobel, 2015). STMNs 3 and 4 were found within the Top30 changes in our RNA-seq and proteomics data sets of brain samples (Source data 1B and C, Supplementary file 2). qPCR analysis confirmed a great downregulation of these genes in Trrap deleted cells of forebrain tissues (Figure 4—figure supplement 1f). 

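Stmn3 (ENSMUSG00000027581, chromosome 2 of GRCm38, 181306459 to 181314500) fell from 610 ± 37.0 CPM in control cortices to 369 ± 31.3 CPM in cortices labelled Trrap-FBΔ (mean ± SD, n = 4 each). The log2 fold change was -0.73 (standard error 0.067, adjusted p = 3.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the striatum it fell from 537 ± 38.2 to 359 ± 22.5 CPM, with a log2 fold change of -0.59 (standard error 0.069, adjusted p = 0.00039, edgeR). Stmn4 (ENSMUSG00000022044, chromosome 14, 66344296 to 66361680) fell from 374 ± 40.5 to 205 ± 23.8 CPM in the cortex and from 261 ± 13.8 to 148 ± 5.18 CPM in the striatum. Its log2 fold changes were -0.87 (standard error 0.094, adjusted p = 8.1e-05) and -0.82 (standard error 0.052, adjusted p = 3.8e-05; same edgeR test). For both genes and in both tissues, each library labelled Trrap-FBΔ was below each control library (exact permutation test, 2-sided, p = 0.029, the smallest that 4 mice against 4 allow). With 1 library left out at a time, the log2 fold change of Stmn3 stayed between -0.76 and -0.68 in the cortex and between -0.63 and -0.54 in the striatum, and that of Stmn4 between -0.94 and -0.79 and between -0.85 and -0.78.

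The other stathmins fell too, Stmn2 by 1.04 on the log2 scale in the cortex (adjusted p = 1.4e-05) and Stmn1 by 0.86 (adjusted p = 0.00023; edgeR). In the striatum Stmn2 decreased by 0.93 and Stmn1 decreased by 0.72 (adjusted p = 0.00010 and 0.00012, edgeR). Ordered by the size of the fall among the 3065 lower cortical DEGs with at least 50 counts on average, Stmn2 was at place 39, Stmn4 at 104, Stmn1 at 110 and Stmn3 at 221. In the striatum, with 2811 such genes, the places were 75 for Stmn2, 148 for Stmn4, 253 for Stmn1 and 503 for Stmn3. Ordered by p among all DEGs, Stmn4 was at place 219 in the cortex and 6 in the striatum, and Stmn3 at 109 and 279. The paper lists Stmn3 and Stmn4 among the top Sp1 targets in Source data 1B, and its reported protein log2 fold changes in the cortex are -0.66 for Stmn3, -0.95 for Stmn4 and -1.00 for Stmn2.

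**Figure D2:**
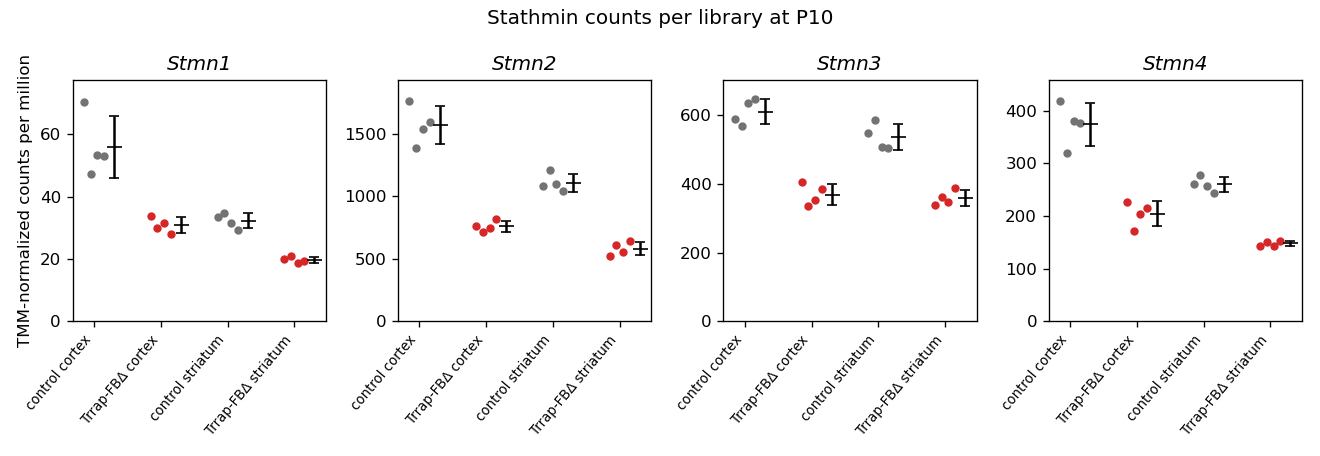
TMM-normalized counts in CPM (y axis) of the 4 stathmin genes in each library, by tissue and group (x axis). Points are single mice (grey, control; red, Trrap-FBΔ) and the bars beside them are the mean ± SD (n = 4). In both tissues the Trrap-FBΔ mice lie below all control mice for each gene, for example at 148 ± 5.18 against 261 ± 13.8 CPM for Stmn4 in the striatum.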

Western blot analysis also confirmed a great reduction of both STMN3 and STMN4 proteins in Trrap-deleted forebrains at P10 (Figure 4A,B). We next turned our analysis to our neurodegeneration model Trrap-PCΔ mice. Co-staining of STMN3 or STMN4 with calbindin in the brain sections detected a significant decrease of both proteins in Trrap-deleted Purkinje cells compared to controls (Figure 4C,D). To explore the mechanism, ChIP-seq was performed and showed that the level of AcH3 and AcH4 at the promoters of these genes was greatly reduced (Figure 4—figure supplement 1g). To validate the RNA-seq and ChIP-seq data, we performed ChIP experiments in brain samples and found both Sp1 binding and histone H4 acetylation were enriched at the STMN3 and STMN4 promoters in controls (Figure 4E). Upon Trrap deletion there was a dramatic decrease in Sp1 binding, as well as in the acetylation of histone H4 in the STMN3 and STMN4 promoters (Figure 4F,G). We also noted that Trrap deletion did not change the H3K4^m2^ level in the STMN3 promoter, yet decreased mildly in the STMN4 promoter. Moreover, Trrap deficiency did not compromise binding of Sp1-unrelated transcription factor Oct4 at the promoter proximities of these STMNs genes (Figure 4F,G). These data together indicate an essentiality of Trrap for loading Sp1 and HATs to the promoters of these Sp1 target genes. Furthermore, siRNA-mediated Sp1 knockdown indeed decreased expression of STMN3 and STMN4 proteins (Figure 4H). These results demonstrate that the Trrap-HAT-Sp1 axis directly controls the expression of STMN3 and STMN4 in neurons.

### Functional test of STMNs in neuronal defects by Trrap deficiency

Stathmin family proteins STMN3 and STMN4 are mostly or exclusively expressed in the nervous system where they control microtubule dynamics, an essential process for neuronal differentiation, morphogenesis, and functionality (Chauvin and Sobel, 2015; Dubey et al., 2015). To investigate if Trrap deficiency especially affecting neuronal homeostasis was indeed mediated by STMNs, first we knocked down Trrap by siRNAs in primary neurons isolated from wild-type E16.5 cortex (Figure 5—figure supplement 1a), co-transfected with GFP or STMNs 3- or 4-expressing vectors at day 6 in vitro culture (DIV6), designated day 0 post transfection (DPT0), and analyzed the neuronal phenotype at DPT6 (Figure 5—figure supplement 1b). Immunofluorescence analysis revealed that the Trrap knockdown evidently reduced the neurite length and the branching numbers of neurons (Figure 5A–C). This was also confirmed by the IncuCyte assay at DPT6 (Figure 5—figure supplement 1c,d), which allows scoring a large number of cells. These findings indicate that Trrap deficiency also compromises neuronal arborization in vitro. To examine whether the downregulation of STMNs is indeed responsible for the neuropathies of Trrap deleted neurons, we ectopically expressed STMN3 in Trrap knockdown neurons (Figure 5—figure supplement 1e). Intriguingly, ectopic expression of STMN3 is sufficient to rescue these neuronal defects caused by Trrap knockdown (Figure 5A,B). Similarly, ectopic expression of STMN4 also corrected the neurite length and branching defects in Trrap knockdown primary neurons (Figure 5A,C). Interestingly, we note a co-upregulation of both STMNs when either STMN3 or STMN4 was overexpressed (Figure 5—figure supplement 1e), which suggests a co-stabilization or cooperative action of both STMNs in microtubule dynamics in the brain; yet the underlying mechanism requires further investigation. Taken together, these experiments demonstrate that Trrap prevents neuropathy by regulating Stathmin associated with microtubule dynamics.

**Figure 5.**
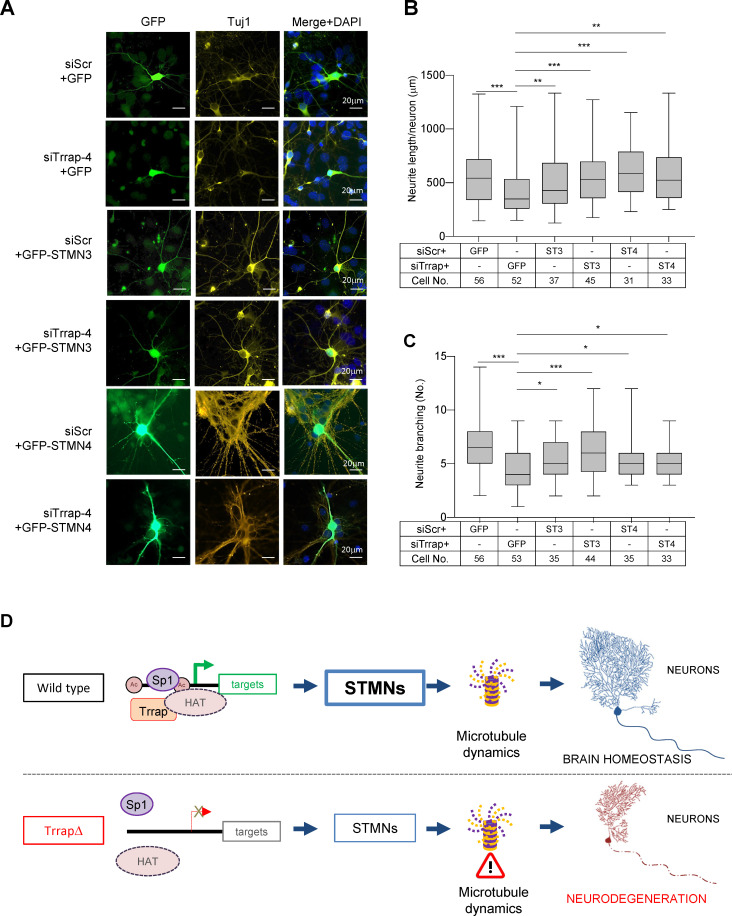
Trrap deletion causes neuronal defects in vitro that can be rescued by ectopic expression of STMN3. (**A**) Immunofluorescent images of primary neurons isolated from E16.5 forebrains at 6 days post co-transfection of siRNA (siScramble, siTrrap-4) with GFP, or with the GFP-STMN3, or with GFP-STMN4 expressing vector. (**B**) The neurite length after the Trrap knockdown and rescue by the STMN3 or STMN4 overexpression was analyzed at 6 days post co-transfection of the indicated siRNA with the GFP-, STMN3-, or STMN4-expressing vector. The neurite length is measured with NeuronJ (ImageJ plug-in). Only GFP-positive neurons (indicative of transfection) were analyzed. Each bar represents the data from four to six mouse embryos; the experiments were repeated more than three times. Unpaired t-test was performed for statistical analysis. **p≤0.01, ***p≤0.001, n.s., not significant. (**C**) The neurite branching after the Trrap knockdown and rescue by STMN3 or STMN4 overexpression was analyzed at 6 days post co-transfection of the indicated siRNA with the GFP, STMN3-, or STMN4-expressing vector. The neurite length is measured with NeuronJ (ImageJ software). Only GFP-positive neurons were scored and are shown. Each bar represents the data from four to six mouse embryos; the experiments were repeated more than three times. Unpaired t-test was performed for statistical analysis. *p≤0.05, **p≤0.01, ***p≤0.001, n.s., not significant. (**D**) Working model of Trrap-HAT-Sp1 in brain homeostasis and neurodegeneration. The Trrap deletion compromises HAT to acetylate histones resulting in insufficient binding of Sp1 and the subsequent downregulation of target genes involved in microtubule dynamics (STMNs). The dysregulation of STMNs provokes the axonal swelling, declines of neurite lengths and branching of postmitotic neurons, ultimately, leading to defective neuronal homeostasis and neurodegeneration.

**Figure 5—figure supplement 1.**
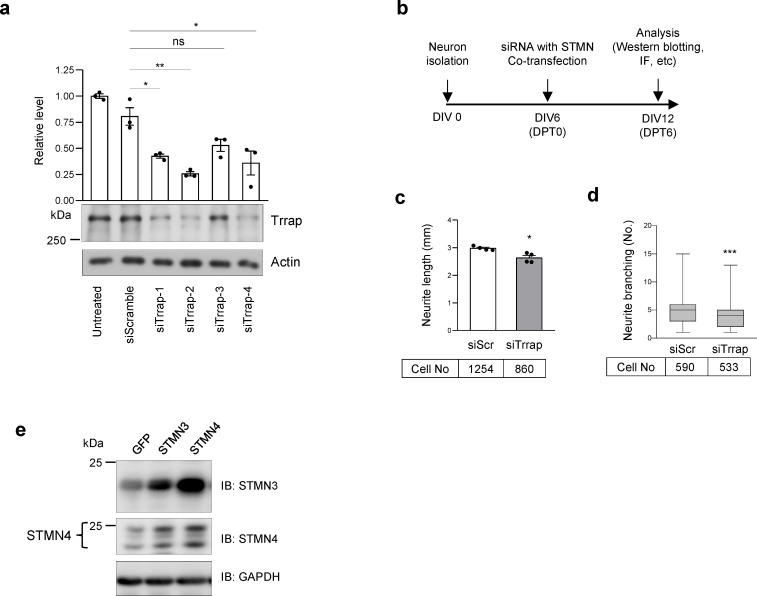
Ectopic expression of STMNs rescues defects of Trrap knockdown neurons. (**a**) Western blot analysis of the siRNA mediated Trrap knockdown in N2A cells. Various siRNAs against Trrap (−1,–2, −3,–4) and siScramble (as a control) are shown. The efficiency of the Trrap knockdown was determined by ImageJ software and is shown on the top of the blot. The Trrap level is normalized to the non-treated sample after correction to GAPDH. The error bar presents the standard error. Unpaired t-test was used for statistical analysis. *p≤0.05, **p≤0.01. (**b**) Scheme of primary neuron transfection and analysis. The primary neurons were isolated from E16.5 murine cortical tissue and cultured for 6 days (DIV) prior to transfection. Six days post-transfection (DPT), the neuronal culture was subject to analysis. (**c**) The neurite length was acquired and analyzed by IncuCyte at DPT6. The total neurite length (mm) was divided by the number of the cell-body cluster in the whole culture plate. Only GFP-positive (indicative of transfection) neurons were scored. The mouse embryo number: N = 6. The error bar represents the standard deviation. Unpaired t-test was used for a statistical analysis. *p≤0.05. (**d**) The neuronal culture was imaged by IncuCyte at DPT6 and the neurite branching number per cell-body cluster is shown. The neurite branching was scored manually on all GFP-positive only neurons. The mouse embryo number: N = 6. The error bar represents the standard deviation. Unpaired t-test was used for statistical analysis. ***p≤0.001.

## Discussion

The maintenance of neuron function and numbers are important for proper adult brain homeostasis. A loss of control of these processes prompts age-related neurological deficits, including neurodegeneration. Various mechanisms, including protein folding/stability, neuroinflammations, or DNA damage accumulation, have been implicated in the maintenance of brain homoeostasis and functionality. The acetylation modulations of proteins have been proposed to be important for the maintenance and function of neural cells (Tapias and Wang, 2017) as well as in neurodegenerative disorders, including HD, AD, PD, and ALS, yet through different mechanisms (Cobos et al., 2019). These studies highlight the involvement of HATs in the etiology of neurodegenerative processes. Despite the assumption that HAT/HDAC conducts a general regulatory function in transcription, how acetylation and deacetylation modulate the functionality, fitness, and even the survival of adult neurons is largely unknown. The current study shows that the HAT cofactor TRRAP is vital for preventing neurodegeneration of the Trrap-PCΔ mouse model. Trrap is an essential gene in proliferating cells because a Trrap null mutation causes lethality in cells and mice (Herceg et al., 2001). Unexpectedly, the deletion of Trrap in postmitotic neural cells (i.e., Purkinje neurons) is compatible with life, but elicits a full range of age-dependent neurodegenerative symptoms – axonal demyelination, dendrite retraction, progressive neuronal death, reactive astrogliosis, and the activation of microglial cells. Trrap deletion in non-dividing neurons, avoiding lethality, allows the identification of Sp1 as a specific master regulator, which is under the control of Trrap-HAT, to ensure proper neuronal arborization and to prevent neuron loss (Figure 5D). Although our omics studies detect a range of genes that have been altered, microtubule dynamics seems to be particularly vulnerable to Trrap deletion, because the major changes in the Trrap deleted brains are the processes involving microtubule dynamics and that ectopic expression of microtubule destabilizing proteins STMNs can largely ameliorate the arborization defects of Trrap-deficient neurons.

The TFBS enrichment analysis of these commonly dysregulated genes in Trrap-deleted brains points to selective transcription programs of the Trrap-HAT downstream. Our integrated omics analyses revealed a remarkable commonality of Trrap-HAT-regulated genes via Sp1 in the neurons of the cortex and striatum, and even with neural stem cells. Intriguingly, the Sp1 pathway is on the top of the changes by Trrap deletion and Trrap is required for the Sp1 transcriptional activity. The action of Trrap-HAT in postmitotic neurons is to regulate, via Sp1, the expression of neuroprotection and brain homeostasis genes, among which microtubule dynamics is most affected (Dubey et al., 2015; Noelanders and Vleminckx, 2017). Although we have not completely confirmed that all these molecular pathways governed by Trrap-HAT-Sp1 in pyramidal neurons (Trrap-FBΔ mice) would be identical in Purkinje neurons (due to the technical limitation), STMN3/4 were indeed downregulated in Trrap-PCΔ models. In agreement with the ChIP data, knockdown of Sp1 repressed STMN3/4 expression. Thus, it is likely that the Sp1-mediated specific transcriptome could also function in the prevention of neurodegeneration.

Sp1 is a master transcription factor binding to the GC box of promoters and can also regulate by itself. It has many downstream target genes, among which the regulation of cancer and cell proliferation have been well studied (Li and Davie, 2010; Vizcaíno et al., 2015; Suske, 2017). However, the upstream regulatory mechanism of Sp1 has not been defined previously. Here we show that Trrap-HAT is upstream of Sp1 and has a specific regulatory role in the Sp1-mediated transcription. Although Sp1 has been reported to bind to the promoter of some genes in neural cells, such as Slit2 (Saunders et al., 2016), P2 × 7 (García-Huerta et al., 2012), and Reelin (Chen et al., 2007), it has not been linked directly with neural development and degeneration. Our transcriptome analyses reveal that many neurological processes are indeed regulated by Sp1 downstream targets, many of which are connected with microtubule dynamics (see Figure 3D, Figure 3—figure supplement 2g, Source data 1A). For example, Trrap facilitates Sp1 binding to the gene loci of the microtubule destabilizing proteins STMN3 and STMN4. These findings are particularly interesting, because Sp1 has been implicated in neurodegeneration disorders; yet previously published data are often controversial. A GWAS analysis detected Sp1 among candidates mediating transcriptional activity changes in AD and PD patients (Ramanan and Saykin, 2013). Sp1 seems to prevent neurotoxicity in HD (Dunah et al., 2002), whereas others showed that a downregulation is protective in HD development (Qiu et al., 2006). Sp1 is found upregulated in AD patients and also in an AD mouse model (Citron et al., 2008); however, when it was chemically inhibited, memory deficits were even enhanced in AD transgenic mice (Citron et al., 2015), ruling out an instrumental role of Sp1 in AD. These controversial findings are perhaps not surprising, because the expression changes of the Sp1 gene and protein can be regulated by multiple mechanisms, such as transcriptional regulation, epigenetics, and posttranscriptional modifications (Li and Davie, 2010), or can be secondary to the manifestation of disease processes in a very heterogenous genetic background in human studies.

Our analyses identify the Trrap-HAT-Sp1 axis as a specific regulator of the microtubule dynamics process. Microtubules dynamics, coordinated, but mainly, by a destabilizing processing of microtubules, is a crucial regulator of neurite outgrowth, the maintenance of neuronal morphology and cargo transport along axons, and thereby of brain homeostasis (reviewed in Chauvin and Sobel, 2015; Voelzmann et al., 2016). The destabilizing factors STMNs play an important yet distinct function in neuronal homeostasis. Defects in microtubule dynamics can cause axonal swellings and dendrite retraction; both processes of neurodegeneration and the misregulation of STMNs have been associated with neuron abnormalities (Dubey et al., 2015; Voelzmann et al., 2016). Trrap deletion greatly downregulates STMN3 and STMN4 in Purkinje cells and also in the forebrains. This finding is particularly interesting because that STMN3 and STMN4 express preferentially high during adult life than STMN1 and STMN2 (SCG10), suggesting their important functions in neuronal homeostasis (Chauvin and Sobel, 2015; Voelzmann et al., 2016; Ozon et al., 1998). The repression of STMN3 suppresses the Purkinje cell neurite growth and arborization; when overexpressed, it promotes dendritic elongation and branching (Poulain et al., 2008). In contrast to STMN3, the role of STMN4 in neuronal morphogenesis and arborization has not been extensively studied. Moreover, STMN1 knockout mice showed an age-dependent axonopathy, characterized by a progressive degeneration of axons and demyelination (Liedtke et al., 2002). Also, an overexpression of STMN2 has been shown to enhance neurite outgrowth by favoring microtubules disassembly (Morii et al., 2006). Therefore, it is plausible that downregulation of STMN3 and STMN4 is responsible for axonal swellings and the dendrite retraction of *Trrap*-deleted Purkinje cells. This conclusion is further supported by our genetic knockdown and rescue experiments showing that an ectopic expression of either STMN3 or STMN4 can effectively rescue the defects of neurite length and branching of primary cortical neurons, which are caused by Trrap knockdown. However, an in vivo rescue of neuron loss in Trrap-PCΔ mice has been impossible due to a technique limitation. Nonetheless, our data demonstrate an instrumental role of the Trrap-Sp1-mediated transcriptional control of microtubule dynamics, likely via STMNs, in neuronal morphogenesis and preventing neurite retraction.

Very recently, human patients carrying de novo mutations of TRRAP are reported to be associated with neuropathological symptoms, such as ID, ASD, and epilepsy (Cogné et al., 2019; Mavros et al., 2018). Although molecular pathways have not been investigated in these genetic studies, our findings hint at the Sp1 transcription regulation network by HAT being a plausible mechanism. This current study is the first report demonstrating that the general transcriptional regulator Sp1 is specifically under the control of Trrap-HAT. Our findings propose that the Trrap-HAT-Sp1 axis orchestrates the program of neuronal microtubule dynamics and neuron morphogenesis and, possibly, neuron survival.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*M. musculus*)	Trrap	Genebank	MGI:MGI:2153272	
Gene (*M. musculus*)	Sp1	Genebank	MGI:MGI:98372	
Gene (*M. musculus*)	STMN3	Genebank	MGI:MGI:1277137	
Gene (*M. musculus*)	STMN4	Genebank	MGI:MGI:1931224	
Strain, strain background (*M. musculus*)	Trrapf/f; Pcp2-Cre	This paper		Trrap deletion in Purkinje cells; *M. musculus*, male and female; Please refer to ‘Materials and methods’ in the paper, Section ‘Mice’
Strain, strain background (*M. musculus*)	Trrapf/f; Camk2-Cre	This paper		Trrap deletion in forebrain; *M. musculus*, male and female; Please refer to ‘Materials and methods’ in this paper, Section ‘Mice’
Strain, strain background (*M. musculus*)	Trrapf/+; Rosa26-CreERT2 Trrapf/f; Rosa26-CreERT2	This paper		Trrapf/+ acts as a control to Trrapf/f Trrap deletion in adult neural stem cells; *M. musculus*, male and female; Please refer to ‘Materials and methods’ in this paper, Section ‘Mice’
Strain, strain background (*M. musculus*)	B6.Cg-Tg(Thy1-Brainbow1.0)HLich/J (R26R-Confetti); Trrapf/f; Pcp2-Cre	This paper		Tracing of the single Purkinje cells; *M. musculus*, male and female; Please refer to ‘Materials and methods’ in this paper, Section ‘Mice’
Genetic reagent (*M. musculus*)	Lipofectamine 2000	Invitrogen	Cat#: 11668027	siTrrap and Plasmid co-transfection; *M. musculus*
Genetic reagent (*M. musculus*)	Lipofectamine RNAiMAX	Invitrogen	Cat#: 13778075	siSp1 transfection; *M. musculus*
Cell line (*M. musculus*)	Trrap-aNSC	This paper		Primary cell line; *M. musculus*; Please refer to ‘Materials and methods’ in this paper, Section ‘aNSC cell culture’.
Cell line (*M. musculus*)	E16.5 cortical neuron	This paper		Primary cell line; *M. musculus*; Please refer to ‘Materials and methods’ in the paper, Section ‘Isolation and culture of murine primary neurons’.
Cell line (*M. musculus*)	Neuro-2a Neuroblastoma cells	PMID:4534402	ATCC CCL-131	Cell line; *M. musculus*
Transfected construct (*M. musculus*)	ON-TARGETplus siRNA Reagents -Mouse (siScramble)	Horizon Discovery	Cat#: D-001810-10-05	UGGUUUACAUGUCGACUAA; *M. musculus*
Transfected construct (*M. musculus*)	siTrrap-1	Horizon Discovery	Cat#: LQ-051873-01-0005	CAAAAGUAGUGAACCGCUA; *M. musculus*
Transfected construct (*M. musculus*)	siTrrap-2	Horizon Discovery	Cat#: LQ-051873-01-0005	CCUACAUUGUGGAGCGGUU; *M. musculus*
Transfected construct (*M. musculus*)	siTrrap-3	Horizon Discovery	Cat#: LQ-051873-01-0005	GCCAACUGUCAGACCGUAA; *M. musculus*
Transfected construct (*M. musculus*)	siTrrap-4	Horizon Discovery	Cat#: LQ-051873-01-0005	CGUACCUGGUCAUGAACGA; *M. musculus*
Antibody	Anti-Calbindin (Mouse Monoclonal)	Sigma	Cat#:C9848 RRID:AB_476894	IF:1:300 WB: 1:1000
Antibody	Anti-GFAP (Mouse Monoclonal)	Agilent	Cat#:G3893 RRID:AB_477010	IF:1:300 WB: 1:1000
Antibody	Anti-MBP (Mouse Monoclonal)	Millipore	Cat#:MAB384 RRID:AB_240837	IF:1:300
Antibody	Anti-GFP (Rabbit Monoclonal)	Cell Signaling Technology	Cat#:2956 RRID:AB_1196615	IF: 1:200
Antibody	Anti-GFP (Mouse Monoclonal)	Santa Cruz	Cat#:sc-390394	IF:1:200 WB: 1:400
Antibody	Anti-Sp1 (Mouse Monoclonal)	Santa Cruz	Cat#:sc-17824 RRID:AB_628272	IF: 1:50
Antibody	Anti-Sp1 (Rabbit Polyclonal)	Millipore	Cat#:07–645 RRID:AB_310773	WB:1:1000 ChIP: 1:80
Antibody	Anti-STMN3 (Rabbit Polyclonal)	Proteintech,	Cat#:11311–1-AP RRID:AB_2197399	IF:1:100 WB:1:1000
Antibody	Anti-STMN4 (Mouse Monoclonal)	Santa Cruz	Cat#:sc-376829	IF:1:100 WB:1:1000
Antibody	Anti-Tuj1(Mouse Monoclonal)	Covance	Cat#: MMS-435P RRID:AB_2313773	IF:1:400
Antibody	Anti-CNPase (Mouse Monoclonal)	Sigma	Cat#: SAB4200693	IF:1:1000
Antibody	Anti-Galectin3 (Rat Monoclonal)	eBioscience	Cat#:14-5301-82 RRID:AB_837132	WB:1:1000
Antibody	Anti-a-tubulin (Mouse Monoclonal)	Sigma	Cat#:sc-32293 RRID:AB_628412	WB: 1:5000
Antibody	Anti-TRRAP (Mouse) clone TRR-2D5	Euromedex	ID: IG-TRR-2D5	WB:1:1000
Antibody	Anti-TRRAP (Mouse) clone TRR-1B3	Euromedex	ID: IG-TRR-1B3	ChIP: 1:40
Antibody	Anti-β-actin (Mouse Monoclonal)	Sigma	Cat#:A5441 RRID:AB_476744	WB:1:3000
Antibody	Anti-AcH3 (Rabbit Polyclonal)	Millipore	Cat#:06–599 RRID:AB_2115283	ChIP: 1:150
Antibody	Anti-AcH4 (Rabbit Polyclonal)	Millipore	Cat#:06–866 RRID:AB_310270	ChIP: 1:150
Antibody	Anti-H3K4me2(Rabbit Polyclonal)	Abcam	Cat#: ab7766 RRID:AB_2560996	ChIP: 1:100
Antibody	H3 (Rabbit Monoclonal)	Abcam	Cat#: ab1791 RRID:AB_302613	ChIP: 1:150
Antibody	H4 (Rabbit Polyclonal)	Abcam	Cat#: ab7311 RRID:AB_305837	ChIP: 1:150
Antibody	Oct-4 (Rabbit Monoclonal)	Cell Signaling	Cat#: 2840 RRID:AB_2167691	ChIP: 1:80 WB:1:1000
Antibody	IgG (Rabbit Polyclonal)	Sigma	Cat#: I8140 RRID:AB_1163661	ChIP: 1:1500 (2 µg antibody)
Recombinant DNA reagent	EF1a-GFP-P2A-STMN3-Poly(A) (plasmid)	This paper		STMN3 overexpression plasmid; *M. musculus*; Please refer to‘Materials and methods’ in this paper, Section ‘Construction of STMNs expression vectors’.
Recombinant DNA reagent	EF1a-GFP-Poly(A)-EF1a-STMN4-Poly(A) (plasmid)	This paper		STMN4 overexpression plasmid; *M. musculus*; Please refer to ‘Materials and methods’ in this paper, Section ‘Construction of STMNs expression vectors’.
Recombinant DNA reagent	−111 hTF m3	Addgene	Cat#: 15450	Sp1 activity reporter; *H. sapiens*
Recombinant DNA reagent	pN3-Sp1FL	Addgene	Cat#: 24543	Sp1 overexpression reporter; *H. sapiens*
Sequence-based reagent	Sp1 primer	PrimerBank	ID 7305515a1	Fwd, 5’-GCCGCCTTTTCTCAGACTC-3’; Rev, 5’-TTGGGTGACTCAATTCTGCTG-3’
Sequence-based reagent	STMN3 primer	PrimerBank	ID 6677873a1	Fwd, 5’-CAGCACCGTATCTGCCTACAA-3’; Rev, 5’-GTAGATGGTGTTCGGGTGAGG-3’;
Sequence-based reagent	STMN4 primer	PrimerBank	ID 9790189a1	Fwd, 5’-ATGGAAGTCATCGAGCTGAACA-3’; Rev, 5’-GGGAGGCATTAAACTCAGGCA-3’.
Sequence-based reagent	STMN3 promoter primer	This paper		Fwd, 5’-CTTGCTACTGCATCAGGCGA-3’; Rev, 5’-AGCCTAGGGGATCATGGGAC-3’;
Sequence-based reagent	STMN4 promoter primer	This paper		Fwd, 5’-TCGCTTTGGAAACCGGACTG-3’; Rev, 5’-TTTGTTTAAAACCCCCGCCC-3’.
Commercial assay or kit	Incucyte S3	Sartorius AG	Product Code: 4695	For neurite detection and quantification
Commercial assay or kit	RNeasy Lipid Tissue Mini Kit	Qiagen	Cat #: 74804	
Commercial assay or kit	RNAeasy Mini Kit	Qiagen	Cat #: 74104	
Commercial assay or kit	LightCycler 480 Real-Time PCR System	Roche	Product No. 05015243001	
Commercial assay or kit	RNA 6000 nano kit	Agilent	Cat #: 5067–1511	
Commercial assay or kit	TruSeq Stranded mRNA Kit	Illumina	Cat #: 20020594	
Commercial assay or kit	Dual-Glo Luciferase Assay System	Promega	Cat# E2920	
Commercial assay or kit	QiaQuick PCR Purification Kit	Qiagen	Cat# 28106	
Commercial assay or kit	Fragment Analyzer	Agilent	Cat#: M5310AA	
Commercial assay or kit	NextSeq500 platform	Illumina	RRID:SCR_014983	
Commercial assay or kit	TruSeq ChIP Sample Preparation Kit	Illumina	Cat#: IP-202–1024	
Chemical compound, drug	Epoxy resin ‘Epon’	SERVA		Glycid ether 100 for electron microscopy
Chemical compound, drug	cOmplete, Mini, EDTA-free	Roche	Cat#: 04693159001	Protease Inhibitor
Chemical compound, drug	PhosSTOP	Roche	Cat#: PHOSS-RO	Phosphatase Inhibitor
Chemical compound, drug	protein-A-conjugated magnetic beads	Invitrogen	Cat#: 10003D	
Chemical compound, drug	protein-G-conjugated magnetic beads	Invitrogen	10001D	
Chemical compound, drug	Platinum SYBR Green qPCR SuperMix-UDG	Qiagen	11733046	
Software, algorithm	NeuronJ Plug-in by ImageJ software	National Institutes of Health		Neurite tracing and quantification
Software, algorithm	Fiji plugins Simple Neurite Tracing	National Institutes of Health		Sholl analysis
Software, algorithm	bcl2FastQ	Illumina	RRID:SCR_015058	Version 1.8.4
Software, algorithm	STAR	PMID:23104886	RRID:SCR_015899	Version 2.5.4b; RNA sequence mapping parameters: --alignIntronMax 100000 --outSJfilterReads Unique --outSAMmultNmax 1 --outFilterMismatchNoverLmax 0.04
Software, algorithm	FeatureCounts	PMID:24227677	RRID:SCR_012919	Version 1.5.0; parameters: metafeature mode, stranded mode ‘2’, Ensembl 92 annotation
Software, algorithm	ENSEMBL annotation	PMID:31691826	RRID:SCR_002344	Release 92 for *Mus musculus*
Software, algorithm	MultiQC	PMID:27312411	RRID:SCR_014982	Version 1.6; RNA sequence quality assessment of the raw input data, the read mapping and assignment steps
Software, algorithm	R package DESeq2	PMID:25516281	RRID:SCR_015687	Version 1.20.0; Analysis of differential expressed genes in pairwise comparisons.
Software, algorithm	R package VennDiagram	PMID:21269502	RRID:SCR_002414	Version 1.6.20
Software, algorithm	Database for Annotation, Visualization and Integrated Discovery (DAVID) programs	https://david.ncifcrf.gov/home.jsp		DAVID v6.7; Gene ontology (GO) and KEGG pathway enrichment analyses
Software, algorithm	TFBS enrichment analysis	UC San Diego, Broad Institute, USA	GSEA 4.1.0	Based on GSEA database or Harmonizome database for Sp1 targets
Software, algorithm	Ingenuity Pathway Analysis (IPA) program	Qiagen		Analysis of Sp1 targets affected by Trrap deletion
Software, algorithm	R package AnnotationDbi	Bioconductor	DOI: 10.18129/B9.bioc.AnnotationDbi	Version 1.42.1
Software, algorithm	R package org.Mm.eg.db	Bioconductor	DOI: 10.18129/B9.bioc.org.Mm.eg.db	Version 3.6.0
Software, algorithm	FastQC	Babraham Bioinformatics, UK	RRID:SCR_014583	Version 0.11.5
Software, algorithm	Bowtie	http://bowtie-bio.sourceforge.net	RRID:SCR_005476	Version 1.1.2
Software, algorithm	MACS14	https://bio.tools/macs	RRID:SCR_013291	
Software, algorithm	R	https://www.r-project.org/	RRID:SCR_001905	Version 3.4.4
Other	Beam walking	Homemade		
Other	Mouse Rota-rod	Ugo Basile	Cat#: 47600	
Other	DAPI stain	Invitrogen	Cat#: D1306	1:5000
Other	Bioruptor	Diagenode	N/A	Sonication
Other	vibrating microtome HM 650 V	Thermo Scientific Microm		Sagittal section cutting
Other	Reichert Ultracut S	Leica		Ultrathin section cutting
Other	JEM 1400 electron microscope	JEOL		Electron microscopic imaging
Other	Orius SC 1000 CCD-camera	GATAN		Electron microscopic imaging
Other	Bioanalyzer 2100	Agilent		Quality check and quantification of RNA

### Mice

Mice carrying the conditional (floxed; *Trrap*^f/f^) allele (Herceg et al., 2001) were crossed with *Pcp2-*Cre transgenic mice (Tg(Pcp2-cre)2Mpin) (Barski et al., 2000), *Camk2*-Cre (Tg(Camk2a-cre/ERT2)2Gsc), or *Rosa26*-CreER^T2^ Gt(ROSA)26Sor^tm1(cre/ERT2)Tyj^, to generate mice with a specific deletion in Purkinje cells (Trrap-PCΔ) and forebrain glutamatergic neurons (Trrap-FBΔ), or an inducible deletion in all tissues (Trrap-iΔ). To trace the single cell morphology of Purkinje cells, B6.Cg-Tg(Thy1-Brainbow1.0)HLich/J (R26R-Confetti) knock-in mice were crossed with Trrap-PCΔ mice. The double-fluorescent reporter *mT/mG* knock-in mice (Muzumdar et al., 2007) were intercrossed with Trrap-aNSCΔ mice, to identify Trrap-deleted cells. The Trrap, Cre, mT/mG, and Confetti genotypes of mice were determined by PCR on DNA extracted from tail tissue, as previously described (Loizou et al., 2009). Animal experiments were conducted according to German animal welfare legislation, and the protocol is approved by Thüringen Landesamt für Verbraucherschutz (TLV) (03-042/16), Germany.

### Histology

Tissues for histology were fixed in 4% paraformaldehyde (PFA), cryoprotected in 30% sucrose and frozen in Richard-Allan Scientific Neg-50 Frozen Section Medium (Thermo Scientific, Waltham, MA, USA). The sections (thickness of 5–20 µm) were later used for immunofluorescence staining.

### Construction of STMNs expression vectors

The EF1a-GFP-P2A-STMN3-Poly(A) plasmid was generated by subcloning the RV-Cre2A-GFP (kindly provided by Xiaobing Qing) and the STMN3 protein coding region into the EF1a-GFP construct (Li et al., 2015). For the EF1a-GFP-Poly(A)-EF1a-STMN4-Poly(A) vector, EF1a-promoter, STMN4 protein coding region, and Poly(A) sequence were subcloned into the EF1a-GFP construct. The DNA fragments were assembled with Gibson Assembly Master Mix (New England Biolabs, Massachusetts, USA). The STMN3 and STMN4 protein coding regions were amplified from cDNA library of the murine 10 days postnatal forebrain samples.

### siRNA sequences

#### Isolation and culture of murine primary neurons

Murine neurons were isolated from mouse embryos at embryonic stage E16.5 (E16.5). The cortex was removed and was first incubated with 0.05% trypsin under 37°C for 15 min. The tissue was then mechanically disintegrated with 1 ml Eppendorf pipettes in an incubation medium (Eagle's minimal essential medium (MEM) supplemented with 1× FCS, 1× B-27 Supplements, 500 μM L-glutamine, 1 mM sodium pyruvate, 1× penicillin–streptomycin, 10 mM HEPES). The suspension was filtered through a cell strainer (40 μm porosity). After centrifugation (630 rpm for 5 min) the neurons in supernatant were seeded into poly-L-lysine coated multiple well plates at the indicated number (6 × 10^4^ cells/well in 24-well plate, 3 × 10^5^ cells/well in 6-well plate) and cultured in the Neurobasal medium (Thermo Fisher Scientific, Waltham, Massachusetts, USA) supplemented with 1 × B-27 Supplements, 500 μM L-glutamine, and 10 mM HEPES until further use.

### Motor coordination tests

Beam walking: Mice were trained to run along a 1 m long beam (3 cm thick) to their home cage. The test was performed on five consecutive days on a 2 cm thick beam, with three runs each day. The mice were video-taped and timed crossing the beam.

Rotarod test: Mice were habituated to the test situation by placing them on a rotarod (Ugo Basile, Gemonio, Italy) with constant rotation (5 rpm) for 5 min the day prior to the test. In the test phase, two trials per mouse were performed with accelerating rotation (2–50 rpm within 4 min) and maximum duration of 5 min, with the time measured until mice fell off the rod.

### N2A cell culture

N2A cells were cultured in DMEM supplemented with 1× FCS, 1× penicillin–streptomycin, and 10 mM HEPES. When the N2A culture reached ~70% confluency, the cells were trypsinized and the cell suspension was centrifuged. The cells were seeded in 1.5 × 10^5^ cells/well onto 6-well plate.

### Transfection of primary neurons or N2A cells

Primary neurons were transfected on day 6 in vitro (DIV6) and N2A cells on day 1 after passage using lipofectamin 2000 in Opti-MEM (0.4 μg plasmid + 0.8 μl lipofectamine 2000 in 100 μl Opti-MEM/well in 24-well plate, 1.2 μg plasmid + 2.4 μl lipofectamine 2000 in 300 μl Opti-MEM/well in 6-well plate, and/or 25 μM siRNA). After 30 min incubation under 37°C with the Neurobasal medium supplemented with 500 μM L-glutamine (300 μl/well in 24-well plate, 1.2 ml/well in 6-well plate), the plasmid/siRNA-Lipofectamine mix was replaced by the neuronal culture medium.

### IncuCyte quantification

The primary neuron culture was placed into Incucyte S3 (Sartorius AG, Göttingen, Germany) for imaging acquisition of phase contrast and GFP signals (10× magnification, 36 images/well in 24-well plate, and 144 images/well in 6-well plate). The image analysis and the neurite detection parameter were determined for each plate separately through IncuCyte NeuroTrack Software Module for S3 or ZOOM.

### Immunofluorescent staining and quantification

Prior to immunostaining, primary neurons on coverslips were fixed with 4% PFA and incubated with 0.7% Triton in PBS for 15 min. The fixed samples were incubated with primary antibodies under 4°C overnight. After incubation with secondary antibody in 1:5000 DAPI, the samples were conserved by ProLong Gold Antifade reagent (Thermo Fisher Scientific). Images were captured by the ApoTome microscope (Zeiss Jena, Germany) under 20× or 40× objectives. The neurite branching, neurite length, and axonal swelling were then scored with NeuronJ Plug-in by ImageJ software and validated manually.

### qRT-PCR analysis

The total RNA was isolated from tissues or aNSCs using the RNeasy Lipid Tissue Mini Kit (Qiagen) and an RNAeasy Mini Kit (Qiagen) respectively and following the manufacturer’s instructions. cDNA was synthesized using the SuperScript III Reverse Transcriptase (Thermo Fischer Scientific). qPCRs were performed using Platinum SYBR Green qPCR SuperMix-UDG (Thermo Fischer Scientific) and a LightCycler 480 Real-Time PCR System (Roche). The Trrap and Actin primers used for amplification were previously described (Tapias et al., 2014). The remaining primer sequences were obtained from the PrimerBank (Spandidos et al., 2010; Spandidos et al., 2008; Wang, 2003) and were as follows: Sp1 (PrimerBank ID 7305515a1): Fwd, 5’-GCCGCCTTTTCTCAGACTC-3’; Rev, 5’-TTGGGTGACTCAATTCTGCTG −3’; STMN3 (PrimerBank ID 6677873a1): Fwd, 5’- CAGCACCGTATCTGCCTACAA-3’; Rev, 5’-GTAGATGGTGTTCGGGTGAGG-3’; STMN4 (PrimerBank ID 9790189a1): Fwd, 5’- ATGGAAGTCATCGAGCTGAACA-3’; Rev, 5’- GGGAGGCATTAAACTCAGGCA-3’. Quantification of the qPCR data was performed by the ΔΔCp method using actin as an internal control. Gene expression values were expressed relative to the gene expression in control tissues or aNSCs.

### TUNEL reaction and immunofluorescence staining in brain sections

Immunofluorescence and TUNEL staining were performed on cryosections prepared from PFA-fixed brains of the indicated ages, as previously described (Tapias et al., 2014), using the following antibodies: mouse anti-Calbindin (1:300, Sigma), rabbit anti-GFAP (1:300, Agilent, Santa Clara, USA), mouse anti-MBP (1:300, Millipore, Burlington, USA), rabbit anti-Calbindin (1:300, Swant, Marly, Switzerland), rabbit anti-GFP (1:200, Cell Signaling Technology, Danvers, USA) mouse anti-GFP (1:200, Santa Cruz), rabbit anti-Sp1 (1:50, Santa Cruz), mouse anti-STMN4 (1:100, Santa Cruz), rabbit anti-STMN3 (1:100, Proteintech, Rosemont, USA), and mouse anti-Tuj1 (1:400, Covance).

### Immunoblot analysis

Total protein lysates were prepared from brain tissue or aNSCs using the RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% NP40, 0.25% Na-deoxycholate, 1 mM EDTA, 1 mM PMSF), and complete mini protease inhibitor cocktail (Roche Applied Science, Penzberg, Germany). N2A cells or neuron lysates were prepared as follows: the culture was treated with 0.25% trypsin for 5 min under 37°C, resuspend with DMEM medium supplemented with 1× FCS and centrifuged under 1100 rpm for 5 min. The resulting pellets were washed once with PBS and lysed with the RIPA buffer. Immunoblotting was performed as described previously (Tapias et al., 2014), using the following antibodies: mouse anti-Calbindin (1:1000, Sigma), rabbit anti-GFAP (1:1000, Dako-Agilent), mouse anti-CNPase (1:1000, Sigma), rat anti-galectin3 (1:1000, eBioscience, Affymetrix, Santa Clara, USA), mouse anti-α-tubulin (1:5000, Sigma), mouse anti-TRRAP (1;1000, Euromedex, Souffelweyersheim, France), rabbit anti-Sp1 (1:1000, Millipore), mouse anti-RB3/STMN4 (1:1000, Santa Cruz), rabbit anti-STMN3 (1:1000, Proteintech), mouse anti-GAPDH (1:1000, Sigma), mouse anti-β-actin (1:5000, Sigma), mouse anti-GFP (1:400, Santa Cruz), and rabbit anti-Oct4 (1:1000, Cell Signaling).

### Dendritic tree analysis

The tissues were fixed in 4% paraformaldehyde (PFA) and embedded in 4% low-melting agarose. 200 μm sagittal sections were obtained using a vibrating microtome HM 650 V (Thermo Scientific Microm) and mounted in slides. Imaging was performed using a Zeiss LSM 710 Confocal three microscope (Zeiss) and the Sholl analysis (Kroner et al., 2014; Sholl, 1953) achieved using the Fiji plugins Simple Neurite Tracing (Longair et al., 2011).

### Transmission electron microscopy

Mice were sacrificed using CO_2_ and perfused intracardially with cold fixative (3% glutaraldehyde, 1% paraformaldehyde, 0.5% acrolein, 4% sucrose, 0.05 M CaCl_2_ in 0.1 M cacodylate buffer, pH 7.3). The cerebellum was isolated and postfixed for a minimum of 1 day. For a secondary fixation, the samples were incubated in 2% OsO_4_/1% potassium ferrocyanide in 0.1 M cacodylate buffer for 3 hr at 4°C in the dark, followed by dehydration in an ascending water/acetone series – then embedded in epoxy resin ‘Epon’ (glycid ether 100, SERVA, Heidelberg, Germany). The resin was allowed to polymerize for 2 days at 60°C in flat embedding molds. Ultrathin sections (50 nm) were produced using an ultramicrotome (Reichert Ultracut S; Leica, Wetzlar, Germany) and electron micrographs taken on a JEM 1400 electron microscope (JEOL, Akishima, Japan), using an accelerating voltage of 80 kV coupled with Orius SC 1000 CCD-camera (GATAN, Pleasanton, USA).

### Transcriptomics

The total RNA was isolated from tissues or cultured aNSCs using an RNeasy Lipid Tissue Mini Kit (Qiagen, Venlo, The Netherlands) and an RNAeasy Mini Kit (Qiagen) respectively, per manufacturer’s instructions. The sequencing of RNA samples was done using Illumina’s next-generation sequencing methodology (Bentley et al., 2008) – the quality check and quantification of the total RNA were completed using the Agilent Bioanalyzer 2100 in combination with the RNA 6000 nano kit (Agilent Technologies). For library preparation 3 µg of tissue total RNA or 800 ng of aNSC total RNA were introduced to the TruSeq Stranded mRNA Kit (Illumina, San Diego, USA), per manufacturer’s description. The quantification and quality check of the libraries were conducted using the Agilent Bioanalyzer 2100 in combination with the DNA 7500 kit. For sequencing of tissues, pools of four libraries were compiled and each pool was loaded on one lane of a HiSeq2500 machine running in 51cycle/single-end/high-output mode. For the sequencing of aNSCs, all libraries were pooled and loaded on three lanes of a HiSeq2500 machine running in 51 cycle/single-end/high-output mode. The sequence information was extracted in FastQ format using Illumina’s bcl2FastQ v1.8.4. The sequencing resulted in around 55mio and 37mio reads per sample for tissues and aNSCs, respectively.

The reads of all samples were mapped to the mouse reference genome (GRCm38) with the Ensembl genome annotation (Release Ensembl 92) using STAR (version 2.5.4b; parameters: --alignIntronMax 100000 --outSJfilterReads Unique --outSAMmultNmax 1 --outFilterMismatchNoverLmax 0.04) (Dobin et al., 2013). Reads mapped uniquely to one genomic position were assigned to the gene annotated at this position with FeatureCounts (version 1.5.0; meta-feature mode, stranded mode ‘2’, Ensembl 92) (Liao et al., 2014). A quality assessment of the raw input data, the read mapping and assignment steps, was performed using MultiQC (version 1.6) (Ewels et al., 2016), with the respective results provided in Supplementary file 6.

Read counts per gene were subjected to the R package DESeq2 (version 1.20.0) (Love et al., 2014), to test for differential expressions in pairwise comparisons as follows: Cultured aNSCs: five mutants contrasted to five controls; Cortex: four mutants contrasted to four controls; Striatum: four mutants contrasted to four controls. For each gene and comparison, the p-value was calculated using the Wald significance test. The resulting p-values were adjusted for multiple testing with Benjamini and Hochberg correction. Genes with an adjusted p<0.05 (false discovery rate, FDR) are considered differentially expressed. The log2 fold changes (LFC) were shrunk with lfcShrink from the DESeq2 package, to control for a variance of LFC estimates for genes with low read counts. The overlaps of all three pairwise DEG lists were calculated and visualized using the R package VennDiagram (version 1.6.20).

GO and KEGG pathway enrichment analyses were performed by supplying the gene lists of DEG overlaps into the database for annotation, visualization, and integrated discovery (DAVID) programs (Huang et al., 2009a; Huang et al., 2009b). TFBS enrichment analysis was performed by supplying the different lists of DEGs into the gene set enrichment analysis (GSEA) database (Subramanian et al., 2005; Mootha et al., 2003). A list of the Sp1 targets was extracted from the Harmonizome database (Rouillard et al., 2016) and compared with the RNA-seq data sets. The lists of Sp1 targets affected by the Trrap deletion was then analyzed using the Ingenuity Pathway Analysis (IPA) program (Qiagen).

### Sample preparation for MS proteomics

First, homogenates of the cortex tissues were prepared using the bead-beating device (24 tissue homogenizer) from Precellys (Montigny-le-Bretonneux, France). Frozen tissue was transferred on ice to bead-beating tubes (Precellys CKMix, 0.5 ml) containing ice-cold PBS with Protease and a Phosphatase Inhibitor cocktail (Roche) and beaten for 2 cycles of 20 s at 6000 rpm, with a 30 s break at 4°C. Homogenates were prepared at an estimated protein concentration of 10 µg/µl; based on 5% protein content of fresh brain tissues by weight. A volume of homogenate corresponding to approximately 500 µg protein was transferred to 1.5 ml Eppendorf tubes and taken for lysis. Lysis was carried out by resuspension of the homogenate in lysis buffer (final concentration 4% SDS, 0.1 M HEPES [pH 8], 50 mM DTT) to a final protein concentration of 1 µg/µl, followed by a sonication in a Bioruptor (Diagenode, Seraing, Belgium) (10 cycles, 1 min ON/30 s OFF, 20°C). The samples were heated (95°C, 10 min), and sonication steps repeated. The lysates were clarified by brief centrifugation, incubated with iodacetamide, (15 mM) at RT, in the dark. Each sample was treated with four volumes ice-cold acetone to precipitate the proteins (overnight, −20°C). The samples were centrifuged at 20,800 g (30 min, 4°C). The supernatant was removed and the pellets washed twice with 400 µl of ice-cold 80% acetone/20% water. The pellets were air-dried before dissolving in a digestion buffer (3 M urea in 0.1 M HEPES, pH 8) at 1 µg/µl. A 1:100 w/w amount of LysC (Wako, Richmond, USA; sequencing grade) was added to each sample before incubation (4 hr, 37°C, 1000 rpm). The samples were diluted 1:1 with milliQ water and incubated with a 1:100 w/w amount of trypsin (Promega, Madison, USA; sequencing grade) (overnight, 37°C, 650 rpm). The digests were acidified with 10% trifluoroacetic acid and desalted with Waters Oasis HLB µElution Plate 30 µm (Waters, Milford, USA) in the presence of a slow vacuum, to manufacturer’s instructions. The eluates were dried down with the speed vacuum centrifuge. Peptide labeling with TMT and subsequent high pH fractionation and LC-MS were conducted as detailed previously (Buczak et al., 2018). Briefly, the peptide samples obtained from the digestion were labeled with TMT-10plex isobaric mass tags (Thermo Fischer Scientific) per manufacturer’s instructions. Equal amounts of the labeled peptides from the 10 samples (five replicates each condition) were mixed, desalted, and pre-fractionated into 16 fractions using high pH reverse phase fractionation on an Agilent Infinity 1260 HPLC, then each fraction was measured individually by nano-LC-MS on an Orbitrap Fusion Lumos employing SPS-MS3 data acquisition (Thermo Fischer Scientific). Subsequently, the fraction data were searched together in Mascot 2.5.1 (Matrix Science, Boston, USA) using Proteome Discoverer 2.0 (Thermo Fischer Scientific) against the Swissprot *Mus musculus* database (2016; 16,756 entries) and a list of common contaminants. Reporter ion intensity values for the PSMs were exported and processed using in-house written R scripts to remove common contaminants and decoy hits. Only PSMs having reporter ion intensities above 1 × 10^3^ in all the relevant TMT channels were retained for a quantitative analysis, as described in Buczak et al., 2018. Briefly, the reporter ion (TMT) intensities were log_2_-transformed and normalized. Peptide-level data were summarized into their respective protein groups by taking the median value. For differential protein expression, the five replicates of the two conditions respectively within the TMT10-plex were taken together. Protein ratios were calculated for all protein groups quantified with at least two peptides. To compare DEP in the cortex obtained by RNA-seq to protein DEP (differentially expressed proteins) obtained by mass spectrometry, Ensembl gene IDs were mapped to Uniprot IDs with the R packages AnnotationDbi (1.42.1) and org.Mm.eg.db (3.6.0), while only genes/proteins present in both analyses were considered. When for a single Uniprot ID multiple Ensembl IDs are known, the proteomics measurement is duplicated and all different transcriptomics results assigned to this entry.

### aNSC cell culture

The SVZ of 2–4 months old mice were isolated, minced, and digested with DMEM/F-12 medium supplemented with 20 U/ml papain, 240 µg/ml cysteine, and 400 µg/ml DNAse I type IV. After 1 hr, the digestion was stopped by ovomucoid trypsin inhibitor. The homogenized aNSCs were then cultured in suspension medium (DMEM/F-12 medium supplemented with 1× B-27 Supplements, 1× penicillin–streptomycin, 20 ng/ml EGF, 20 ng/ml bFGF). To induce Trrap deletion, aNSCs were treated with 1 µM 4-hydroxytamoxifen (4-OHT) for 3 days, followed by incubation in fresh medium for another 2 days.

### Transfection, Sp1 knockdown, and luciferase assay

2 × 10^5^ aNSCs were plated in 50 μg/ml PLL and 10 μg/ml laminin pre-coated 24-well plates in Neurobasal Medium (NEM) supplemented with 1× B-27 Supplements, 2 mM L-glutamine, 1× N-2 Supplement, 1× penicillin–streptomycin, 20 ng/ml EGF, and 20 ng/ml bFGF. The transfection was performed after overnight culture using Lipofectamine 2000. For luciferase assay of Sp1 activity, the vector −111 hr TF m3 was used as Sp1 reporter plasmid – gifted by Nigel Mackman (Addgene plasmid # 15450; http://n2t.net/addgene:15450; RRID:Addgene_15450). Guntram Suske gifted the vector pN3-Sp1FL used to overexpress Sp1 (Addgene plasmid # 24543; http://n2t.net/addgene:24543; RRID:Addgene_24543). 24 hr later, transfection cells were collected to measure the luciferase activity using a Dual-Glo Luciferase Assay System (Promega), per manufacturer’s instructions. For Sp1 knockdown, aNSC in adherent conditions was supplemented with 30 nM siRNA against Sp1 mixed with RNAiMAX reagent (Thermo Fischer Scientific). After 48 hr, transfection cells were collected for immunoblot analysis.

### Chromatin preparation for ChIP and ChIP-seq

2 × 10^6^ aNSCs were cross-linked by adding formaldehyde 1% for 10 min at room temperature, quenched with 0.125 M glycine for 5 min at room temperature, then washed three times in phosphate-buffered saline (PBS) before freezing. Pellets were suspended in 0.25 ml SDS lysis buffer (50 mM HEPES-KOH, 140 mM NaCl, 1 mM EDTA, 0.1% Triton X-100, 0.1% sodium deoxycholate, 1% SDS, 10 mM NaB, and protease inhibitors), incubated on a rotator for 30 min at 4°C, sonicated for 20 min at 4°C, then centrifuged at 14,000 rpm for 10 min at 4°C. Supernatants were diluted 10-fold with a ChIP dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, 150 mM NaCl, 10 µM NaB, and protease inhibitors) (25 µl retained as input) and incubated overnight in gentle rotation at 4°C with 4 µg of antibody. The following antibodies were used: rabbit anti-SP1 (Millipore), rabbit anti-acetyl-Histone 3 (Millipore), mouse anti-TRRAP (Euromedex), rabbit anti-acetyl-Histone 4 (Millipore), rabbit anti-H3K4me2 (Abcam), rabbit anti-H3 (Abcam), rabbit anti-H4 (Abcam), rabbit anti-Oct4 (Cell Signaling), and rabbit anti-IgG (Sigma). After that, 40 µl of preblocked protein-G-conjugated magnetic beads (DYNAL, Thermo Fischer) were added and incubated for 2 hr in a rotator at 4°C. The immunoprecipitated complexes were washed three times in low-salt wash buffer (0.1% SDS,1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, 150 mM NaCl), once in high-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, 500 mM NaCl) and once in TE buffer. The complexes were eluted by adding 0.2 ml of Elution buffer (TE 1×, 1% SDS, 150 mM NaCl, 5 mM DTT) for 30 min in rotation at room temperature. The de-cross-linking was performed overnight at 65°C. The de-cross-linked DNA was purified using a QiaQuick PCR Purification Kit (Qiagen) according to the manufacturer’s instruction.

### ChIP-seq

For the library preparation, approximately 10 ng of purified ChIP DNA was end-repaired, dA-tailed, and adaptor-ligated using the TruSeq ChIP Sample Preparation Kit (illumina), to manufacturer’s instructions. The size of the library was checked using Fragment Analyzer (Agilent) and the library sequenced on the NextSeq500 platform (illumina). The Fastq files quality check was performed with FastQC (v0.11.5). Fastq files mapping to mm9 genome was performed by using Bowtie (v1.1.2) with --best --strata -m one parameters. Duplicate reads were removed using a custom script. For peak calling, macs14 (v1.4.2) was used with --nolambda parameter and two different p-value cutoffs (1e-3 for histone modifications and 1e-5 for SP1). Other downstream analyses were done using R (v3.4.4). For a RPM (Read Per Million) calculation, the peaks were merged using the Peakreference function (TCseq_1.2.0 package). The merged peaks were used as the reference for the calculation of RPM for each sample by using a custom script. 10% or 30% of the most depleted regions in mutant versus control samples for histone modifications and Sp1 respectively were used as cutoff for defining differentially regulated regions. Differentially regulated regions were assigned to the nearest gene (ENSEMBL annotation), where the distance of the region was less than ±5 Kb to the TSS (Transcription Start Site).

ChIP qRT-PCR was performed using the Platinum SYBR Green qPCR SuperMix-UDG (Thermo Fischer Scientific) and a LightCycler 480 Real-Time PCR System (Roche). All experiment values were subtracted by those obtained with a rabbit nonimmune serum (IgG) and divided by input, as indicated in the literature (Neri et al., 2012). The following primers were used for amplification: STMN3: Fwd, 5’-CTTGCTACTGCATCAGGCGA-3’; Rev, 5’-AGCCTAGGGGATCATGGGAC-3’; STMN4: Fwd, 5’-TCGCTTTGGAAACCGGACTG-3’; Rev, 5’-TTTGTTTAAAACCCCCGCCC-3’.

**Table:** 

siRNA	Sequence (5’→ 3’)
siScramble	UGGUUUACAUGUCGACUAA
siTrrap-1	CAAAAGUAGUGAACCGCUA
siTrrap-2	CCUACAUUGUGGAGCGGUU
siTrrap-3	GCCAACUGUCAGACCGUAA
siTrrap-4	CGUACCUGGUCAUGAACGA
siSp1	GGAUGGUUCUGGUCAAAUAtt

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through the GEO Series accession numbers GSE131213 (RNA-seq aNSCs), GSE131283 (RNA-seq brain tissues) and GSE131028 (ChIP-seq aNSCs). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository, with the dataset identifier PXD013730. The following datasets were generated: KirkpatrickJOriAWangZQ2021The mass spectrometry proteomics of different brain areas of Trrap conditional knockout Mus musculus.PRIDEPXD013730 GrothMKochPPellónDLWangZQ2021RNA-seq of murine primary adult stem cells of Trrap inducible knockout Mus musculus with and without 4-OHT treatmentNCBI Gene Expression OmnibusGSE131213 GrothMKochPPellónDLSolerATWangZQ2021RNA-seq of different brain tissue areas of Trrap conditional knockout Mus musculusNCBI Gene Expression OmnibusGSE131283 KrepelovaARasaSMMNeriFWangZQ2021ChIP-seq of adult neuro-stem cells of Trrap inducible knockout Mus musculus with and without 4-OHT treatment.NCBI Gene Expression OmnibusGSE131028

# Supplementary material for: HAT cofactor TRRAP modulates microtubule dynamics via SP1 signaling to prevent neurodegeneration
**Source:** eLife. 2021 Feb 17;10:e61531. doi: 10.7554/eLife.61531
**Supplement:** Source data 1. — (A) Top30 nervous system processes targets of Sp1. DEGs in all three RNA-seq data sets were compared with the list of the Sp1 targets from the Harmonizome database (Rouillard et al., 2016) and the resulting list was analyzed using IPA to find the disease process associated with the DEGs (cutoff, p<0.05). (B) Top30 differentially expressed Sp1 targets. DEGs in the RNA-seq data sets were compared with the list of Sp1 targets from the Harmonizome database and the Top30 DEGs (cutoff, p<0.05) are indicated. (C) Top30 protein changes of Sp1 targets. Proteins from the forebrain, whose expression changed after the Trrap deletion and correlated with the changes in RNA-seq, were compared with the list of Sp1 targets obtained from the Harmonizone database. The Top30 results based on the q-value are summarized.

**Source data 1A. Top 30 nervous system processes targets of SP1**

| Pathways | Cortex | Striatum | aNSC |
| --- | --- | --- | --- |
| Cell movement of neurons |  |  |  |
| Neurodegeneration of brain |  |  |  |
| Neurodegeneration |  |  |  |
| Degeneration of CNS |  |  |  |
| Degeneration of NS |  |  |  |
| Proliferation of CNS |  |  |  |
| Proliferation of brain cells |  |  |  |
| Cell movement of brain cells |  |  |  |
| Neurodegeneration of neurites |  |  |  |
| Migration of neurons |  |  |  |
| Neurodegeneration of hippocampus |  |  |  |
| Outgrowth of axons |  |  |  |
| Growth of brain |  |  |  |
| Cell death of cerebral cortex cells |  |  |  |
| Growth of neurites |  |  |  |
| Outgrowth of neurites |  |  |  |
| Cell viability of tumor cell lines |  |  |  |
| Proliferation of neuronal cells |  |  |  |
| Growth of axons |  |  |  |
| Outgrowth of neurons |  |  |  |
| Outgrowth of cells |  |  |  |
| Cerebral cortical atrophy |  |  |  |
| Astrocytosis |  |  |  |
| Gliosis |  |  |  |
| Gliosis of brain |  |  |  |
| Cell death of tumor cell lines |  |  |  |
| Viability of neuroblastoma cell lines |  |  |  |
| Brain atrophy |  |  |  |
| Astrocytosis of brain |  |  |  |
| Synthesis of lipid |  |  |  |

-2,7

2,7

Log_2_ (Fold Change)

**Source data 1B. Top 30 differentially expressed SP1 target genes**

| Genes | Cortex | Striatum |
| --- | --- | --- |
| Gng4 |  |  |
| Flna |  |  |
| Tubb3 |  |  |
| Tmsb10 |  |  |
| Pfkp |  |  |
| Tgfb1i1 |  |  |
| Adam19 |  |  |
| Gap43 |  |  |
| Acsl5 |  |  |
| Slc20a1 |  |  |
| Gng3 |  |  |
| Miat |  |  |
| Hmgcs1 |  |  |
| Actb |  |  |
| Anp32a |  |  |
| Pcbp4 |  |  |
| Arhgdig |  |  |
| Dpysl2 |  |  |
| Uchl1 |  |  |
| **Stmn3** |  |  |
| Plcxd2 |  |  |
| Idh1 |  |  |
| Hmgcr |  |  |
| Tuba1a |  |  |
| Top2a |  |  |
| Lsm11 |  |  |
| Chd1l |  |  |
| Cdc42ep2 |  |  |
| **Stmn4** |  |  |
| Mob3a |  |  |

-2,5

2,5

Log_2_ (Fold Change)

**Source data 1C. Top 30 protein changes of SP1 targets**

1,5

| Rab26 |  |
| --- | --- |
| Syt12 |  |
| **Stmn4** |  |
| Sh2d3c |  |
| Nefh |  |
| Rusc1 |  |
| Pgam2 |  |
| Pcmtd2 |  |
| Nefl |  |
| Nudt15 |  |
| Kpna2 |  |
| Padi2 |  |
| **Stmn2** |  |
| Nefm |  |
| Hmgcs1 |  |
| Fam173a |  |
| Srr |  |
| Sqle |  |
| Gng4 |  |
| Ric8a |  |
| Rasgrp2 |  |
| Olfml3 |  |
| Ptrhd1 |  |
| Phf20l1 |  |
| Atl1 |  |
| Cpped1 |  |
| **Stmn3** |  |
| Nrip3 |  |
| Ccdc184 |  |
| Rtn4 |  |

-1,5

Log_2_ (Fold Change)

How the deposited data were processed for this re-analysis (not part of the article)

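RNA was sequenced from the cortex and the striatum of 9 mice at postnatal day 10, with 4 control and 4 Trrap-FBΔ libraries per tissue and 16 libraries in all. The authors aligned the single-end reads to GRCm38 with STAR and counted the uniquely mapped reads on each Ensembl gene with featureCounts in its strand-specific mode. The values they deposited are these raw counts, with no normalization and no filter on genes. Gene symbols and coordinates were taken from the annotation of the same genome build, and 53706 of the 53801 gene identifiers had a symbol. The condition, the tissue and the number of the mouse came from the sample labels, and every column of the count table was matched to a library.

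Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, separately in the 8 libraries of each tissue, after filterByExpr and TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as DEGs. The authors used DESeq2 for the same contrast, and DESeq2 1.42.0 was run as an alternative. The difference in the effect of the genotype between the tissues was tested with an interaction term in edgeR over all 16 libraries. Lists of genes were tested with camera of limma 3.58.1 on voom values, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 24 lists. The medians given for lists are limma-voom log2 fold changes, whereas those given for single genes are edgeR's. The lists cover astrocytes, blood, the G2 and M phases and the S phase of the cell cycle, choroid plexus, endothelial cells, excitatory neurons, HAT complex subunits, immature neurons, immediate early genes, inhibitory interneurons, mature neurons, mature oligodendrocytes, microglia, microtubule-associated proteins, mitotic kinesins, neurofilaments, oligodendrocyte precursors, stathmins, sterol biosynthesis, striatal projection neurons, transcription factors named at the TFBS analysis, transport kinesins and dynein, and tubulins. A further 3 lists, the 30 top Sp1 targets of Source data 1B, those of Source data 1C and the sex genes of the X and Y chromosomes, were described and not tested. Single values were compared with exact permutation tests, 2-sided, for which 4 mice against 4 give a smallest p of 0.029.

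The genes named in the text are Trrap, the genes the paper names at its RNA-seq results, the 5 largest rises and 5 largest falls, by the mean log2 fold change of both tissues, among common DEGs with at least 50 counts on average and groups that do not overlap, and the 5 genes with the smallest p for the difference between tissues. The rule also covers members of the lists and proteins whose gene changed the other way in the cortex. The genes named among the 20 lower genes with AcH3- and AcH4-depleted peaks were chosen after their values were seen. The main tests, the lists, the alternatives and this rule were chosen before the data were examined. Chosen after seeing the data were the exact permutation test of list means, the matching of AcH peaks by transcript identifier, and the tests of sex imbalance as a source of the number of DEGs, of traces of Y chromosome and Xist counts, of immature against mature neuron genes and of an exchange of the group names, as well as the comparison of the genes whose change differs between tissues with other genes, which altered the reading of the test of uneven dissection. The immature neuron list was written after reading the paper's table of DEGs.

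Alternatives to the normalization, the filter on low counts, the test, the threshold, the samples in the fit, the covariates, the depth and the list test were run one at a time, and each library was left out in turn. The steps were tested on simulated data with the real library sizes. In this test edgeR recovered 97% of 200 changed genes among 18264 in the cortex, 99% of 400 among 18838 in the striatum and 86% of 200 interactions among 19361 genes. Of the calls made, 5.37%, 4.58% and 1.71% were false. The false share in the cortex and the striatum was 8.13% and 8.92% with DESeq2, and 6.31% and 4.58% with limma-voom. With the mouse as a block, 76.5% of the interactions were recovered and 2.55% of the calls were false. Both changed lists passed the threshold and 0 of 18 unchanged lists did. Because the simulated genes were not correlated, this does not show how often unchanged lists pass in the real libraries. Nor does it test the block on libraries that share a mouse effect.

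Libraries of the cortex and the striatum with the same mouse number come from one animal. Their deviations from the group means over 18785 autosomal genes were correlated with r between 0.0851 and 0.245 (median 0.226) in the 7 pairs of one mouse, 6 of them over 0.1, and with r between -0.173 and 0.123 (median -0.0849) in 25 pairs of different mice. With the mouse as a random block over both tissues, the correlation of libraries of one mouse was 0.208. No pair of libraries was a duplicate of another, since the chi-square over its degrees of freedom lay between 8.26 and 44.6 in the 24 pairs within groups.

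The paper's tables of DEGs, transcription factor binding sites and AcH3 peaks could be read only in part and were not used for tests of overlap. GO terms were not used here. The ChIP-seq, qPCR, proteomic and Purkinje cell measurements were not analysed here beyond the lists of proteins and genes named in the text.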

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

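The exact permutation test of the list mean, the tests of sex imbalance as a source of the number of DEGs and of traces of Y chromosome and Xist counts, and the comparison with other genes for uneven dissection, were chosen only after the results were seen.

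Library totals and genes named in the text were examined in 88 groups of 4 libraries, and 3 groups held a library far from the others by Dixon's 95% criterion. Chance gives 4.4 such groups. Gm32817 was lowest in the Trrap-FBΔ cortex of mouse 59 (0.824 CPM), Lrp8os2 was lowest in that of mouse 57 (2.05 CPM) and C1ql3 was highest in the Trrap-FBΔ striatum of mouse 60 (29.7 CPM). Each library remained on the same side of all controls. With no more groups than chance gives, no biological explanation was tested.

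The effect of the genotype differed between cortex and striatum for 85 genes. The 5 with the smallest p in edgeR's interaction test were Rxfp2, with a log2 fold change higher by 1.71 in the striatum (adjusted p = 0.00024), Armcx2, higher by 0.45 (adjusted p = 0.0017), and C1ql3 (-0.90), Cd34 (-0.71) and Cdc42bpg (0.66), each with an adjusted p of 0.011. Rxfp2 and Armcx2 were lower in the cortex of 4 of 4 mice labelled Trrap-FBΔ and higher in the striatum of 4 of 4, against the control mean. Cdc42bpg rose in both tissues, by more in the striatum, Cd34 rose in the cortex and fell in the striatum, and C1ql3 fell in the striatum. Of the 35 splits of the 8 mice, 1 gave as many genes, the real one, and no other split gave more than 1. Uneven dissection of the tissues would mark genes that differ between tissues. Of the 85 genes, 12.9% were more than 2-fold apart between control cortex and control striatum, Rxfp2 among them, against 4.2% of the other genes, and the difference had the same sign as that between the tissues in 64.7% against 50.8%. By the criterion set beforehand, a majority of the genes, this source would have been excluded. The comparison with other genes, chosen after the results were seen, does not allow that, and uneven dissection cannot be told apart from an effect of the genotype, because both can change genes that differ between the tissues. The sex of the mice differs between the control groups of the tissues. With sex as a covariate 64 genes were called, and with the mouse as a block and sex acting differently in each tissue 0, with 2222 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0657, in a fit with 4 residual degrees of freedom. Sex imbalance differing between tissues therefore cannot be told apart from the genotype for these genes, because the block leaves few degrees of freedom. Without mouse 59 the count was 2, and the adjusted p of C1ql3, Cd34 and Cdc42bpg rose to between 0.101 and 0.102, while Rxfp2 and Armcx2 stayed past the threshold (0.0051 and 0.046). C1ql3 was also not called without mouse 57 (0.0503) or mouse 61 (0.0575), and Cdc42bpg without mouse 61 (0.0504). Within the tissues, the cortical rise of Cd34 lost its call without control mouse 55 (adjusted p = 0.0515, edgeR) or 58 (0.0521), and C1ql3 became a DEG in the cortex without control mouse 64 (log2 fold change 0.22, adjusted p = 0.025). The striatal rise of Armcx2 lost its call without the filter on low counts (adjusted p = 0.072, edgeR), with sex as a covariate (0.088) and in 5 of the 8 fits without 1 library (0.0568 to 0.0917). A difference between the tissues in the response to the genotype stays open.

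Immediate early genes, which the paper does not discuss, had a median limma-voom log2 fold change of 0.33 in the cortex, with 12 of 12 genes above 0. Limma's camera gave an adjusted p of 0.0018 in the cortex and 0.268 in the striatum, where the median was 0.14, and the difference between the tissues was not tested. Handling or time of dissection may raise these genes, and it cannot be told apart from an effect of the genotype, since no record of handling was used and limma's camera and fry called the cortex only. The cortical change did not pass with an estimated correlation between genes (adjusted p = 0.245) or in an exact permutation test of the list mean (adjusted p = 0.081). The striatal median was 0.049 without Trrap-FBΔ mouse 57 and 0.21 without Trrap-FBΔ mouse 61.

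Counts of Y chromosome genes appeared in female libraries. Ddx3y had 97 counts in the Trrap-FBΔ striatum of mouse 57 (2.64% of the male mean) and 129 in that of mouse 59 (4.07%), whereas other female libraries held between 2 and 41, the highest in control cortex mouse 55. Reads from a library of the other sex would bring each of the 4 Y chromosome genes at the same share. The largest share over the smallest was 1.69 in mouse 57 and 1.65 in mouse 59, within the factor set for this explanation, and 3.41 in mouse 55, where Uty had 5 counts and the counts are too few to decide. Xist had 1505 counts in the cortex of male mouse 60 (2.64% of the female mean) and 1901 in the striatum of male mouse 65 (3.12%). Reads or RNA of another library are a candidate explanation for the traces in mice 57 and 59. A share of a few percent would shrink the differences between groups if the source was of the other genotype, and the source was not tested. No biological explanation was tested.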

How the results depend on the processing

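The exact permutation test of list means and the matching of AcH peaks by transcript identifier were chosen after seeing the data, and all other alternatives were set beforehand. Except where the value was computed with fewer genes, libraries or reads or a stricter threshold, the cause was not tested.

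The numbers of cortex DEGs, striatum DEGs and common DEGs stayed within 1.5 times under DESeq2, DESeq2's size factors in edgeR, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, sex as a covariate, all 16 libraries in one fit, limma-voom, the mouse as a random block and thinning, with ranges of 5349 to 6221, 4312 to 6436 and 2640 to 3880. With an adjusted p under 0.01 in place of 0.05 they were 3349, 2849 and 1612, and against a fold change of 1.2 they were 1381, 1364 and 580. The share of common DEGs in the same direction was 98.8% without the filter, 99.9% at 0.01 and 99.8% against a fold change of 1.2, and from 98.8% to 99.6% across the fits that each left out 1 library. The share of AcH4 entries was 9.41% with sex as a covariate, 5.88% at 0.01, 2.43% against a fold change of 1.2 and from 9.63% to 13.9% with 1 library left out. The lower genes with AcH3- and AcH4-depleted peaks numbered 12, 11 and 5 under these 3 settings. Matched by transcript identifier, 1198 AcH4 entries were found, of which 169 were common DEGs, and the lower genes with AcH3- and AcH4-depleted peaks still numbered 20. The proteins with a DEG in the same direction numbered 68 against a fold change of 1.2.

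The share of DEGs near Trrap in the striatum fell below that of other genes within 5 Mb (28.9% against 30.2%, Fisher's exact test, p = 0.843) and at an adjusted p under 0.01 (14.1% of genes within 10 Mb, Fisher's exact test, p = 0.725).

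The genes whose change differs between cortex and striatum numbered 415 with DESeq2, 195 without the filter on low counts and 2 at an adjusted p under 0.01. With the mouse as a fixed replicate block they numbered 219, with 2895 at an unadjusted p under 0.05, and 63 of the 85 genes were called there too. With sex by tissue added to the block they numbered 0, with 4 residual degrees of freedom. With 1 mouse left out they ranged from 2 to 151, namely 2 without mouse 59, 10 without 61, 25 without 57, 34 without 63, 40 without 58, 48 without 55, 52 without 60, 70 without 64 and 151 without 65. The mouse as a random replicate block also removed the call of Lef1 in the cortex (adjusted p = 0.12, limma) and turned the sign of Nfatc1 in the cortex (-0.00092) and Foxo4 in the striatum (-0.0028), and it changed no other call among the genes named in the text. Of all 6090 cortical and 5704 striatal DEGs, 5516 and 5475 were called there too.

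With camera's correlation estimated from the data, 0 lists passed the threshold in the cortex (5 at an unadjusted p under 0.05, smallest adjusted p = 0.130) and 0 in the striatum (7, smallest adjusted p = 0.144). In the exact permutation test of the list mean, 15 cortical lists reached the smallest p and passed after adjustment, whereas 10 striatal lists reached it and 0 passed (smallest adjusted p = 0.0686), since 4 mice against 4 need 14 lists at the smallest p.

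The signs of the following medians and log2 fold changes turned, and none of them was past the threshold after the turn. With sex as a covariate these were, in the striatum, the astrocyte (0.0074), inhibitory interneuron (0.017) and mature oligodendrocyte (0.073) lists, Nfatc3 (0.0016), Foxo4 (-0.0059), Xist (-0.71), Ddx3y (0.53), Eif2s3y (0.69), Kdm5d (0.56) and Uty (0.27), and in the cortex Ddx3y (0.031) and Eif2s3y (0.089). The sex genes, whose striatal log2 fold changes without the covariate lay between -1.52 and 1.11, follow from the covariate itself. Foxo4 in the striatum was at -0.00070 with limma-voom, Nfatc1 at -0.029 in the cortex and 0.023 in the striatum after thinning, and Snx32 in the cortex at 0.0071 with upper-quartile normalization.

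With 1 library left out, signs turned for these medians and log2 fold changes. In the cortex the ranges were -0.33 to 0.0026 for blood, -0.26 to 0.11 for choroid plexus, -0.065 to 0.045 for inhibitory interneurons, -0.37 to 0.057 for striatal projection neurons, -0.053 to 0.072 for Nfatc1, -0.022 to 0.11 for Nfatc2, -0.15 to 0.050 for Nfatc4, -0.024 to 0.10 for Foxo4 and -0.021 to 0.019 for Snx32. In the striatum they were -0.076 to 0.016 for astrocytes, -0.15 to 0.024 for blood, -0.18 to 0.046 for inhibitory interneurons, -0.31 to 0.18 for mature oligodendrocytes, -0.67 to 0.0059 for striatal projection neurons, -0.047 to 0.0064 for the transcription factors named at the TFBS analysis, -0.16 to 0.0017 for Nfatc1, -0.10 to 0.0024 for Nfatc3, -0.073 to 0.020 for Maz, -0.051 to 0.027 for Foxo4 and -0.14 to 0.0094 for Nfyb.

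Among single genes and lists, 93 further values were weaker and 36 stronger across the alternatives, while 2160 kept their direction and their side of the threshold.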

Differences from the paper's values

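None of the values the paper states for the measures recomputed here (the numbers of DEGs, their overlap and direction, the proteins, the AcH4 peaks and the stathmin log2 fold changes) differed by the criterion of 1.5 times, or for the stathmins by more than the larger error, from the values given above. Smaller differences remain. The numbers of cortical, striatal and common DEGs were higher here than in the paper (6090, 5704 and 3435). They were also higher with DESeq2 (5976, 5860 and 3551), which the authors used. The share of AcH4 entries was higher as well (12.3%), and the paper's protein table holds more entries (127) than its text states. The cause of these differences was not tested.

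The paper places Stmn3 and Stmn4 among the leading changes of its RNA-seq data, in a table of Sp1 targets. Among all lower DEGs with at least 50 counts on average, Stmn4 was at place 104 and Stmn3 at place 221 by the size of the fall in the cortex, and at places 148 and 503 in the striatum. Ordered by p among all DEGs, Stmn4 was at place 219 in the cortex and 6 in the striatum, and Stmn3 at places 109 and 279.

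The paper describes an efficient deletion of Trrap in these forebrains and refers to its protein and qPCR analyses. In its proteomics of the cortex, the log2 fold change of the Trrap protein is -1.30. Counts over the whole gene are a different measure. They do not resolve the deleted exons, and the control mice also carried a floxed allele and the Cre transgene. The counts below therefore do not contradict the deletion. Counts over the whole gene gave a log2 fold change of -0.18 in the cortex and -0.044 in the striatum, neither past the threshold in edgeR (adjusted p = 0.083 and 0.52). The cortical change passed the threshold without the filter on low counts (adjusted p = 0.046) and with all 16 libraries in one fit (0.047). It also passed without control cortex mouse 63 (0.034). With 1 library left out, the log2 fold change lay between -0.23 and -0.12 in the cortex. In the striatum it lay between -0.066 and -0.024.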

Other observations

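The exact permutation test of list means, and the tests of the fall of immature neuron genes against a general fall of neuronal transcripts, of sex imbalance between the groups, and of an exchange of the group names, were chosen only after the results were seen.

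The 35 ways to split the 8 mice of each tissue into groups of 4 were used to see how often a result as large arises without the genotype, with mouse 55 of the cortex and mouse 65 of the striatum taken as one. The numbers of cortex DEGs, striatum DEGs and common DEGs were each reached by 1 of the 35 splits, the real one. The largest number of DEGs of another split was 2 in the cortex and 7 in the striatum. With so few DEGs, the measures counted among DEGs (proteins, AcH4-depleted peaks, genes with AcH3- and AcH4-depleted peaks and shares of DEGs near Trrap) were 0 in the other splits, so that the splits say nothing about them beyond the number of DEGs. The share of common DEGs with the same direction was reached by 2 of 35, where the other split had 1 common DEG. Over all genes tested in both tissues, 1 of 35 splits had as large a share of the same sign. The numbers of lists past the threshold were reached by 10 of 35 splits in the cortex and 4 of 35 in the striatum. Of the 18 splits with 2 Trrap-FBΔ mice in each group, 0 gave as many, and they gave between 2 and 7 lists in the cortex and between 1 and 13 in the striatum. The 16 splits that moved 1 mouse of each group gave up to 17 and 15 lists. The splits that reached the real numbers of lists all moved 1 mouse and so keep part of the contrast between the genotypes. The numbers of lists past the threshold therefore leave open how much of them is due to the genotype.

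Whole-gene counts of Trrap did not separate the groups, which could arise from mislabelled libraries. Only 1 of the 35 splits gave as many cortex DEGs, that of the labels, which argues against a mixture of the groups. An exchange of both group names would turn the sign of the cortical RNA against the paper's proteomics, in which the paper's log2 fold change of the Trrap protein is -1.30. Instead, 123 of 126 proteins had the same sign as their gene, and 112 of 112 genes that were DEGs changed in the direction of the protein, which argues against an exchange in the cortex. Reads per exon were not used here, so whether the deleted exons were lost was not tested.

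The imbalance of sex between the groups was weighed as a source of the number of DEGs. With sex as a covariate, 85.5% of the cortical and 71.9% of the striatal DEGs stayed DEGs with the same sign, and 33.4% of tested genes on the X and Y chromosomes were cortical DEGs, as against 33.3% on autosomes (33.0% and 30.1% in the striatum). After thinning to equal library totals, the counts were 92.6% and 90.7% of those from all reads, which argues against library size. The Spearman correlation across genes of the log2 fold change was -0.073 in the cortex and -0.046 in the striatum with gene length, and -0.029 and 0.11 with GC content. Strain variants linked to the floxed allele would raise the share of DEGs within 10 Mb of Trrap, which was 34.3% against 33.3% of other genes in the cortex (Fisher's exact test, 2-sided, p = 0.785) and 31.0% against 30.2% in the striatum (p = 0.784). The values for sex, library size, gene length and GC content argue against each of these as the whole source of the DEGs. A partial contribution of sex stays open, since some DEGs lost their call with the covariate. The share near Trrap shows no detected excess there and cannot speak for DEGs elsewhere in the genome. The pooling of libraries on sequencing lanes was not weighed. An effect of the genotype remains as a hypothesis.

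A smaller share of neurons in the tissue would raise the lists of all other cell types. Microglia genes fell instead, with a median of -0.35 in the cortex (adjusted p = 8.6e-06, limma's camera, 12 of 12 genes below 0) and -0.29 in the striatum (adjusted p = 0.00029, 12 of 12). Oligodendrocyte precursor genes had medians of -0.33 (adjusted p = 0.00016) and -0.31 (adjusted p = 0.0039, limma's camera), endothelial genes -0.35 (adjusted p = 0.00045) and -0.23 (adjusted p = 0.067), and astrocyte genes 0.065 (adjusted p = 0.57) and -0.018 (adjusted p = 0.76). Mature oligodendrocyte genes had a median of -0.53 in the cortex (adjusted p = 0.0015, limma's camera), lost under fry (adjusted p = 0.099), and -0.043 in the striatum (adjusted p = 0.91). The endothelial list passed the threshold in the striatum without control mouse 63 (-0.34, adjusted p = 0.0010, limma's camera), without Trrap-FBΔ mouse 57 (-0.28, adjusted p = 0.025) or without Trrap-FBΔ mouse 61 (-0.27, adjusted p = 0.044), and its median was -0.15 without Trrap-FBΔ mouse 60. Differences between the tissues were not tested for lists.

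A general fall of neuronal transcripts would lower mature and immature neuron genes alike. The difference between the groups in the immature minus the mature list score was -0.62 on the log2 scale in the cortex and -0.29 in the striatum (exact permutation test, 2-sided, p = 0.029 each, the smallest possible). The p-value of this contrast decides nothing, because the immature list was written with the paper's table of DEGs at hand. The contrast was also chosen after the fall of that list was seen. In the cortex, the mean of the mature list changed by -0.088 (SD of controls 0.11), against -0.71 for the immature list. Inhibitory interneuron genes changed by 0.0057 and excitatory neuron genes by -0.16, while neurofilament genes changed by -0.72. In the cortex, no fall of the mature and inhibitory lists was thus detected with all libraries. These values do not decide on a general fall, because the size of the immature fall reflects how that list was written. Without control cortex mouse 55, the mature list also passed the threshold (median -0.080, adjusted p = 0.0057, limma's camera). In the striatum the mature list changed by -0.27 against -0.56. There too, a general fall cannot be told apart from a change in immature neuron genes. Of the 20 genes of the immature list, 8 are in another list and 4 in Source data 1. A change in the maturation of the neurons is a candidate explanation and was not tested further.

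Sterol biosynthesis genes had medians of -0.43 in the cortex (adjusted p = 2.9e-13, limma's camera) and -0.48 in the striatum (adjusted p = 1.0e-13), with 22 of 25 and 23 of 25 lower DEGs. Genes of the G2 and M phases had medians of -0.48 (adjusted p = 5.7e-11) and -0.59 (adjusted p = 4.0e-14, limma's camera). Those of the S phase had medians of -0.056 (adjusted p = 0.069) and -0.11 (adjusted p = 0.010, limma's camera), and the cortical list passed the threshold under limma's fry (adjusted p = 0.013), in an exact permutation test of the list mean (adjusted p = 0.046) and without control mouse 64 (adjusted p = 0.032) or Trrap-FBΔ mouse 57 (adjusted p = 0.049). Its median was -0.035 without control mouse 55. Choroid plexus genes had medians of -0.13 (adjusted p = 0.61) and 0.54 (adjusted p = 0.020, limma's camera), and the striatal call was lost under fry (adjusted p = 0.14) and without control mouse 58 (0.27, adjusted p = 0.090). Blood genes had medians of -0.10 (adjusted p = 0.50) and -0.076 (adjusted p = 0.80, limma's camera), and the cortical list passed the threshold without Trrap-FBΔ mouse 57 (-0.33, adjusted p = 0.0057).

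HAT complex subunits had medians of 0.053 in the cortex (adjusted p = 0.0717, limma's camera) and 0.11 in the striatum (adjusted p = 0.0076), with 10 higher and 3 lower DEGs among 31 genes in the cortex and 12 higher and 3 lower in the striatum. The cortical list passed the threshold under fry (adjusted p = 0.0029), in an exact permutation test of the list mean (adjusted p = 0.046, and 0.069 in the striatum), without control mouse 55 (adjusted p = 0.0498) and without Trrap-FBΔ mouse 57 (adjusted p = 0.049). Compensation by other subunits may raise them, and it cannot be told apart from a general change, because the call in each tissue depends on the list test.

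The transcription factors named at the paper's TFBS analysis had medians of -0.12 (adjusted p = 0.18) and -0.027 (adjusted p = 0.86, limma's camera) over the 17 genes tested. Among the TCF and LEF genes, Tcf7 fell in the cortex (log2 fold change -0.46, adjusted p = 0.0099, edgeR) and not detectably in the striatum (-0.17, adjusted p = 0.35). Lef1 was lower in the cortex (-0.41, adjusted p = 0.045, edgeR) and higher in the striatum (0.46, adjusted p = 0.049), and the adjusted p of both rose above 0.05 with sex as a covariate (0.094 and 0.12), after thinning (0.080 and 0.053) and in most fits without 1 library. In the cortex Lef1 was also not a DEG with upper-quartile normalization (adjusted p = 0.058), all 16 libraries in one fit (0.080), limma-voom (0.061) or the mouse as a random block (0.12). Tcf7l2 was at -0.52 in the cortex (adjusted p = 0.079, edgeR) and 0.47 in the striatum (adjusted p = 0.022), and without control cortex mouse 63 it was a DEG in the cortex (-0.71, adjusted p = 0.0061), while without Trrap-FBΔ striatum mouse 59 it was not one in the striatum (0.41, adjusted p = 0.064). The cortical change of Tcf7l2 also passed the threshold without the filter on low counts (adjusted p = 0.013, edgeR). The striatal call of Tcf7l2 was lost with sex as a covariate (adjusted p = 0.053, edgeR). With 1 library left out, the log2 fold change of Tcf7l2 in the cortex lay between -0.71 and -0.31. That of Tcf7 in the striatum lay between -0.26 and -0.094. Nfat5 rose in both tissues, by 0.29 (adjusted p = 0.0032, edgeR) and 0.19 (adjusted p = 0.0099), in 4 of 4 mice each. Nfatc1, Nfatc2, Nfatc3 and Nfatc4 were not DEGs, although Nfatc4 passed the threshold in the striatum with upper-quartile normalization (adjusted p = 0.044, edgeR), at least 10 counts in every library (0.048), thinning (0.039) and without Trrap-FBΔ mouse 59 (0.37, adjusted p = 0.023). Tfap4 fell by 0.68 in the cortex (adjusted p = 0.0041, edgeR) and fell by 0.69 in the striatum (adjusted p = 0.0014). Nfyb was higher in the cortex (0.30, adjusted p = 0.0023, edgeR). Maz was lower in the cortex (-0.26, adjusted p = 0.036, edgeR) and Nfya in the striatum (-0.20, adjusted p = 0.047). Both of these calls were lost with sex as a covariate (adjusted p = 0.062 and 0.13, edgeR) and in most fits without 1 library.

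The sex genes of the X and Y chromosomes, which were not tested as a list, had limma-voom medians of -2.49 in the cortex and -2.46 in the striatum. These depend on the method and on single mice, since edgeR's log2 fold changes of Ddx3y, Eif2s3y, Kdm5d, Uty and Xist, where tested, lay between -0.85 and 0.51 in the cortex and between -1.52 and 1.11 in the striatum, with none of them a DEG. Without Trrap-FBΔ mouse 60, the male of that group, the log2 fold change of Ddx3y was -7.32 in the cortex (adjusted p = 0.017, edgeR). It was -5.10 in the striatum (adjusted p = 0.027, edgeR). Without control mouse 63, the female of the control striata, that of Xist in the striatum was 5.74 (adjusted p = 0.019, edgeR). The groups differ in sex, with more males among the controls of the striatum and more females among the Trrap-FBΔ mice of both tissues.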
